# Leptin signalling regulates transcriptional differences in granulosa cells from genetically obese mice but not the activation of NLRP3 inflammasome

**DOI:** 10.1038/s41598-024-58181-w

**Published:** 2024-04-05

**Authors:** Marek Adamowski, Yashaswi Sharma, Tomasz Molcan, Karolina Wołodko, Gavin Kelsey, António M. Galvão

**Keywords:** Leptin, Obesity, Ovary, Macrophage, NLRP3 inflammasome, Reproductive biology, Mechanisms of disease, Ovary, Experimental models of disease

## Abstract

Obesity is associated with increased ovarian inflammation and the establishment of leptin resistance. We presently investigated the role of impaired leptin signalling on transcriptional regulation in granulosa cells (GCs) collected from genetically obese mice. Furthermore, we characterised the association between ovarian leptin signalling, the activation of the NOD-like receptor protein 3 (NLRP3) inflammasome and macrophage infiltration in obese mice. After phenotype characterisation, ovaries were collected from distinct group of animals for protein and mRNA expression analysis: (i) mice subjected to a diet-induced obesity (DIO) protocol, where one group was fed a high-fat diet (HFD) and another a standard chow diet (CD) for durations of 4 or 16 weeks; (ii) mice genetically deficient in the long isoform of the leptin receptor (ObRb; db/db); (iii) mice genetically deficient in leptin (ob/ob); and (iv) mice rendered pharmacologically hyperleptinemic (LEPT). Next, GCs from antral follicles isolated from *db/db* and *ob/ob* mice were subjected to transcriptome analysis. Transcriptional analysis revealed opposing profiles in genes associated with steroidogenesis and prostaglandin action between the genetic models, despite the similarities in body weight. Furthermore, we observed no changes in the mRNA and protein levels of NLRP3 inflammasome components in the ovaries of *db/db* mice or in markers of M1 and M2 macrophage infiltration. This contrasted with the downregulation of NLRP3 inflammasome components and M1 markers in *ob/ob* and 16-wk HFD-fed mice. We concluded that leptin signalling regulates NLRP3 inflammasome activation and the expression of M1 markers in the ovaries of obese mice in an ObRb-dependent and ObRb-independent manner. Furthermore, we found no changes in the expression of leptin signalling and NLRP3 inflammasome genes in GCs from *db/db* and *ob/ob* mice, which was associated with no effects on macrophage infiltration genes, despite the dysregulation of genes associated with steroidogenesis in homozygous obese *db/db*. Our results suggest that: (i) the crosstalk between leptin signalling, NLRP3 inflammasome and macrophage infiltration takes place in ovarian components other than the GC compartment; and (ii) transcriptional changes in GCs from homozygous obese *ob/ob* mice suggest structural rearrangement and organisation, whereas in *db/db* mice the impairment in steroidogenesis and secretory activity.

## Introduction

Obesity is recurrently associated with several comorbidities like diabetes, cardiovascular disease and dyslipidaemia^1^. Importantly, obesity also affects fertility^2,3^. Obese women present impaired ovulation, decreased oocyte quality and higher levels of embryonic arrest^4^. Overall, increased maternal body mass index (BMI) is a known risk factor for foetal death, stillbirth and perinatal and infant death^5,6^. At ovarian level, studies on granulosa cells (GCs) from obese women have shown increased mitochondrial damage, endoplasmic reticulum stress, and impaired steroidogenesis^7^. Ultimately, oocytes from obese mothers present higher levels of reactive oxygen species, oxidative stress, apoptosis, epigenetic changes, and telomere shortening^8–10^. Thus, obesity dramatically affects reproductive performance, particularly compromising oocyte quality.

Leptin is a main adipokine and its concentration rapidly increases in serum and follicular fluid of obese women^11^. Leptin is mostly known for its regulatory role on food intake and satiety^12,13^. At the ovarian level, leptin is known to control primordial follicle activation^14,15^, follicular growth and ovulation ^16^. Studies in mice lacking leptin (*ob/ob*) reported major perturbations in folliculogenesis, and prevalence of atretic follicles in the ovaries^17^. We have recently characterised the establishment of leptin resistance in the ovaries of diet-induced obese (DIO) mice^18^. The initial hyperactivation of leptin signalling after 4 weeks (wk) of high-fat diet (HFD) treatment contrasted with the failure in the activation of the isoform b of leptin receptor (ObRb) and the establishment of leptin resistance after 16 wk of HFD, a process mostly mediated by increased protein levels of the signalling inhibitor suppressor of cytokine signalling 3 (SOCS3)^18^. Therefore, obesity leads to dramatic changes in ovarian leptin signalling, with repercussions for folliculogenesis and ovarian function in general.

Mice lacking ObRb (*db/db*) and *ob/ob* mice have been largely used to study obesity and metabolic disorders^19,20^. Impaired leptin signalling in both models was shown to result in severe obesity, hyperphagia and compromised glucose metabolism^21,22^. Whereas *ob/ob* mice lack leptin production, *db/db* mice present systemic hyperleptinaemia in association with ObRb deficiency, which might result in noncanonical leptin signalling activation (ObRb-signalling independent). Importantly, the use of such models will elucidate how the dysregulation of different components of leptin signalling in the ovaries of obese mice might contribute to compromised folliculogenesis and oocyte quality^23,24^.

NOD-, LRR- and pyrin domain-containing protein 3 (NLRP3) is a large intracellular protein complex known to detect a broad range of endogenous (danger-associated molecular patterns, DAMPs) and environmental (pathogen-associated molecular patterns, PAMPs) signals, resulting in the formation and activation of the NLRP3 inflammasome. Apoptosis-associated speck-like protein containing a C-terminal caspase recruitment domain (ASC) is known to promote the interaction of NLRP3 with caspase-1 (CASP1) through an amino-terminal pyrin domain (PYD) and CARD domain^25^. Canonical NLRP3 inflammasome activation leads to the upregulation of pro-interleukin 1β (IL-1β) gene, through CASP1 activation and the release of the active proinflammatory cytokines IL-1β and IL-18^26,27^. Importantly, obesity has been associated with NLRP3 inflammasome activation^28–30^. Recent findings also revealed an important role of the NLRP3 inflammasome in follicular development in mice^31^. Hence, our recent work demonstrated the association between levels of ovarian leptin signalling and NLRP3 inflammasome activation in obese mice^32^. Nonetheless, the exact molecular mechanisms linking leptin signalling with NLRP3 inflammasome activation in the ovaries of obese mice, as well as the role of the aforementioned crosstalk on the modulation of inflammatory response, are yet to be fully understood.

Macrophages are key mediators of ovarian function^33^ and are known to present two main functional subtypes: the classically activated macrophages (M1), and the alternatively activated macrophages (M2). The M1 macrophages were shown to control folliculogenesis, ovulation and luteinisation^34^, whereas the M2 macrophages have been associated with vasculogenesis^35^, as well as profibrotic activity in advanced stages of ovarian cancer^34,36^. Importantly, previous studies have shown the macrophage infiltration of ovaries form obese mice^37^. Therefore, macrophage infiltration in the ovaries of obese mice might contribute to the pathophysiology of ovarian failure^38^. Importantly, the treatment of M1 human monocytes and macrophages with lipopolysaccharide (LPS) significantly induced the expression of NLRP3 and CASP1^39^. Also, recent studies have revealed that leptin activates the NLRP3 inflammasome and promotes M1 polarisation via the NLRP3 inflammasome in vitro^40^. Thus, evidence shows the involvement of leptin not only on macrophage polarisation but also in NLRP3 inflammasome activation, highlighting the importance of the crosstalk between leptin signalling, NLRP3 inflammasome activation and macrophage infiltration for the pathophysiology of ovarian failure in obese mothers.

In the present work, we hypothesise that temporal fluctuations in ovarian leptin signalling throughout obesity affect the inflammatory response in the organ, through the modulation of NLRP3 inflammasome activity and macrophage infiltration. Furthermore, we used genetically obese mice, to interrogate whether transcriptional changes in GCs associated with distinctive perturbations of leptin signalling, affect the expression of genes regulating NLRP3 inflammasome and macrophage infiltration, in this particular cellular compartment. Thus, we firstly analysed and characterised the transcriptome of GCs collected from *db/db* and *ob/ob* mice. Subsequently, we characterised the expression of NLRP3 inflammasome components in whole ovary extracts from *db/db* mice, followed by the comparative analysis of M1 macrophage marker genes in ovarian extracts from mouse models for DIO, pharmacological hyperleptinemia, and the genetically obese *db/db* and *ob/ob*.

## Materials and methods

### Animals

The animal protocols were performed in the Animal Facility at the Institute of Animal Reproduction and Food Research, Polish Academy of Sciences in Olsztyn. Mice were housed at standard temperature (23 °C) and were maintained in ventilated rooms under a standard photoperiod (12-h L:12-h D cycle) and humidity (50 ± 10%) with unlimited access to food and water. The mice were sacrificed by cervical dislocation. All animal studies were approved by and performed in accordance with the guidelines of the Local Animal Care and Use Committee for the University of Warmia and Mazury, Olsztyn (Agreement no. 80/2015, 38/2018, 74/2018, 19/2020). Guidelines for animal experiments followed EU Directive 2010/63/EU. Furthermore, the study is reported in accordance with ARRIVE guidelines. Breeding pairs of C57BL/6J (B6), B6.BKS(D)-Leprdb/J (*db/db*) and B6.Cg-Lepob/J (*ob/ob*) mouse strains were purchased from Jackson Laboratories (Bar Harbor, ME). Offspring mice were weaned at 21 days and housed in groups of 3–5 in plastic cages with fresh and clean sawdust bedding. Animal welfare was monitored during all experiments. At 8 weeks of age, female B6 mice from the DIO group were randomly assigned to the chow diet (CD) group fed a diet containing 13% of calories provided by fat (#5053, Picolab Rodent diet 20) or the HFD group fed a diet providing 59% of calories from fat (AIN-76A, 33% hydrogenated coconut oil; LabDiet). Animals were maintained on the diet for 4 or 16 wk (n = 7/group). Female homozygous *db/db* mice functionally deficient for the long form leptin receptor (n = 6/group) and *ob/ob* mice functionally deficient for leptin (n = 6/group) were kept on the CD until 12 wk of age. Lean littermates of the mutants served as controls (CT). In the pharmacological hyperleptinaemia model (LEPT; n = 7/group), female B6 mice at 8 wk of age were intraperitoneally administered either saline (SAL) or leptin (Recombinant Mouse Leptin, GFM26, Cell Guidance Systems) twice a day at a total dosage of 100 µg (injected at 09:00 and 21:00).

### Nuclear magnetic resonance

The body composition of the mice was analysed using a Bruker Minispec LF90 II (Bruker, Rheinstetten, Germany). The nuclear magnetic resonance (NMR) method is based on measurements with high contrast between tissues (fat, body free fluid, muscle)^41^. Measurements of the body weight (BW), fat mass (FM), lean mass (LM) and adiposity index (AI, fat mass/lean mass) were performed at 8, 12 and 24 wk of age for DIO mice; 8, 10, and 12 wk of age for *db/db* and *ob/ob* mouse models; and 8 and 10 wk of age for LEPT mice (Fig. 1A–D). For the measurements, the mice were inserted into plastic tubes, immobilised by a tight-fitting plunger and scanned for approximately 2 min.

**Figure 1:**
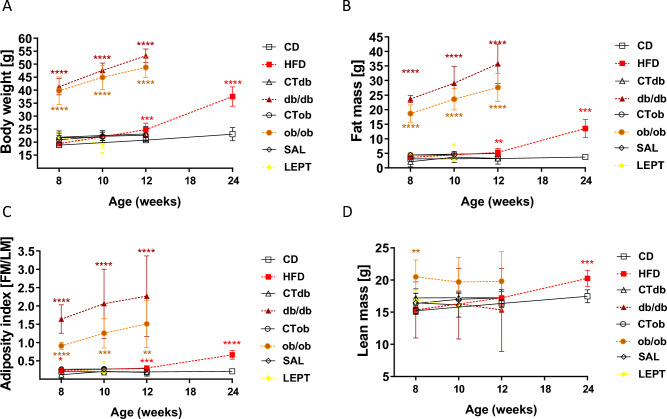
Phenotype characterisation of mouse models for obesity and pharmacological hyperleptinemia. Changes in (**A**) body weight, (**B**) fat mass, (**C**) adiposity index, and (**D**) lean mass measured by Time-Domain Nuclear Magnetic Resonance (TD-NMR spectroscopy; Bruker Minispec LF90 II) in the following models: (i) diet-induced obesity (DIO) protocol with mice fed chow diet (CD) or high fat diet (HFD) for 16 weeks; (ii) *db* model: mice lacking long isoform of leptin receptor (ObRb; db/db); (iii) *ob*model: mice lacking leptin (ob/ob); (iv) pharmacological hyperleptinemia model (LEPT) with mice injected either with saline (SAL) or 100 μg of leptin (LEPT) for 16 days. Lean littermates of the mutants served as controls (CT). Measurement was performed at 8, 12, 24 wk of age for DIO; 8, 10, 12 wk of age for *db/db* and *ob/ob* models: 8, 10 wk of age for LEPT. Different symbols represent various models: DIO (square), *db/db* (triangle), *ob/ob* (circle), LEPT (diamond). Colored lines correspond to experimental groups: HFD treatment (red), *db/db* model (brown), *ob/ob* model (orange), LEPT (yellow). Black lines correspond to control groups. Statistical differences were tested using Mann–Whitney test. Asterisks indicate significant differences *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

### Granulosa cell collection

Mouse ovaries were punctured with an insulin needle in M2 medium (M7167, Sigma–Aldrich) to release granulosa cell‒oocyte complexes from the antral follicles. Germinal vesicle stage oocytes were collected and denuded using size-specific glass needles and mouth pipettes. The released granulosa cells were collected into a tube, centrifuged (5 min, 600×*g*, 4 °C), washed with phosphate buffered saline (PBS) solution followed by centrifugation (5 min, 600×*g*, 4 °C) and resuspended in RLT buffer (1053393, Qiagen). The material was immediately frozen and stored at −80 °C until library preparation.

### Tissue collection

Animals were sacrificed, and genitalia were collected. After gonadal fat removal and quick rinsing in PBS, ovaries were separated and placed in tubes filled with TRI Reagent (T9424, Sigma–Aldrich) or radioimmunoprecipitation assay (RIPA) buffer for further mRNA or protein isolation. Material was stored at −80 °C until the time of analysis.

### Haematoxylin and eosin (HE) staining

For paraffin sections, slides were incubated at 65 °C for 20 min to melt paraffin, followed by dewaxing in the first xylene solution (520860119, POCH) for 20 min and the second xylene solution for 5 min. Next, slides were rehydrated through incubation in a series of alcohols: absolute alcohol (396420113, POCH), 90% ethanol (EtOH) and 70% ethanol for 5 min each. After air drying, slides were stained with Mayer’s Haematoxylin solution (MHS16, Sigma–Aldrich) for 3 min in a Coplin jar, followed by rinsing in cool running water for 2 min. Then, the slides were stained with eosin water-based solution (HT110216, Sigma–Aldrich) for 1 min and dipped in running water until eosin stopped streaking. The slides were then dipped in 70% EtOH, 90% EtOH, absolute alcohol and xylene and finally mounted using DPX mounting medium (06522, Sigma–Aldrich). The next day, images were captured using an Axio Observer Systems Z1 microscope (Carl Zeiss Microscopy GmbH, Hannover, Germany) and analysed using Zeiss ZEN 2.5 lite Microscope Software (Carl Zeiss, Germany).

### Immunofluorescent staining

In order to study the histological distribution of the macrophage marker cluster for differentiation 68 (CD68)^42^, immunofluorescent staining (IF) was performed in ovarian samples from mice treated with CD and HFD. Ovaries were fixed in 4% neutral buffered formalin (NBF, 432173427, Poch, Gliwice, Poland) at 4 °C for 24 h, and subsequently dehydrated in ethanol. Next, paraffin embedded ovarian tissues were sectioned into 5 μm slices. Cuts were then heated to remove paraffin (59 ℃, 120 min) and immersed in xylene and serious of ethanol solutions to rehydrate the tissue. Subsequently, tissues were permeabilised in 0.3% Triton X-100 (T8787, Sigma Aldrich) and heated in citrate buffer (10 mM, pH 6.0, 90 ℃, 40 min) for antigen retrieval. Tissues were maintained in blocking solution (2% BSA in PBS with 0.1% Tween20, PBST) for 2 h at RT followed by incubation in primary monoclonal anti-CD68 antibody (1:100, #14-0681-82, Thermo Fisher) overnight at 4 °C. The negative control sections were incubated with anti-immunoglobulin G (IgG, #A-11077, Thermo Fisher). On the next day slides were washed in PBST, followed by incubation with Alexa Fluor 594 (1:200, A21209, Thermo Fisher), and a series of washes in PBST. Finally, slides were covered with a drop of Prolong Gold medium with diamidino-2-phenylindole (DAPI) and sealed under cover slips. Images were captured using 40×/1.2A or 63×/1.4A oil immersion objectives on a LSM800 confocal microscope (Carl Zeiss, Germany).

### RNA isolation and cDNA synthesis

For mRNA extraction, ovaries were collected and placed in TRI reagent (T9424; Sigma–Aldrich) following the manufacturer’s instructions. Tissue was disrupted with a lancet, pipetted and incubated for 5 min at room temperature (RT). After centrifugation (9400×*g*, 15 min, 4 °C), the supernatants were collected and placed in fresh tubes, mixed with 100 µl of 1-bromo-3-chloropropane (BCP, BP151, Molecular Research Centre), and incubated for 10 min at RT. After centrifugation (13,500×*g*, 15 min, 4 °C), the aqueous phase was transferred to a fresh tube without disturbing the interphase and mixed with an equivalent volume of isopropanol. Samples were incubated for 1 h at −80 °C and centrifuged (20,000×*g*, 15 min, 4 °C). Subsequently, the samples were washed 3 times with 1 ml of 75% ethanol and incubated overnight at −80 ℃. The following day, samples were again centrifuged (20,000×*g*, 15 min, 4 °C), and after removing the supernatant, the RNA pellet was air-dried for 10 min and dissolved in 20 µl of RNase-free water (W4502, Sigma–Aldrich). RNA samples were stored at −80 ℃. The RNA quality and concentration were assessed with a NanoDrop. The ratio of the absorbance at wavelengths of 260 nm and 280 nm (A260/280) was analysed to confirm RNA quality and purity. A total of 2 µg of RNA was reverse transcribed using the Maxima First Strand cDNA Synthesis Kit for Real-Time Polymerase Chain Reaction (PCR) (K1642, Thermo Scientific) following the manufacturer’s instructions. The cDNA was then stored at − 20 °C for subsequent analysis.

### Real-time polymerase chain reaction

Real-time PCR relative analysis was performed in a 7900 Real-time System (Applied Biosystems) using a default thermocycler program for all genes: a 10-min preincubation at 95 °C was followed by 45 cycles of incubation for 15 s at 95 °C and 1 min at 60 °C, followed by a dissociation step (15 s at 95 °C, 15 s at 60 °C, and 15 s at 95 °C) to ensure single product amplification. Ribosomal protein L37 (*Rpl37*) was used as a housekeeping gene to normalise the results. Both the target gene and the housekeeping gene were run simultaneously in each run. The primers for *Nlrp3*, *Casp1, Il-1β, Il-18,* Adhesion G Protein-Coupled Receptor E1 (*Adgre1*)*,* Cd80 antigen (*Cd80*)*,* and Mannose receptor, C type 1 (*Mrc1*) were designed using Primer Express 3.0 software (Applied Biosystems) based on gene sequences in GenBank (National Centre for Biotechnology Information, sequences presented in Table 1). The primers were synthesised by Sigma–Aldrich. All reactions were carried out in duplicate in 384-well plates (4309849; Applied Biosystems) in a total solution volume of 12 µl ^43^. Relative mRNA quantification data were analysed with the Real-time PCR Miner algorithm^44^.

**Table 1:** Specific primers used for quantitative real-time PCR.

Gene name	Gene symbol	GenBank accession no	Sequences 5′–3′	Length (base pairs)
Adhesion G protein-coupled receptor E1	*Adgre1 *(*F4/80*)	NM_010130.4	F: TCCTGCTGTGTCGTGCTGTT R: TGTAGGAATCCCGCAATGATG	148
CD80 antigen	*Cd80*	NM_009855.2	F: ACGACTCGCAACCACACCAT R: CTGCCCCAAAGAGCACAAGT	130
Mannose receptor, C type 1	*Mrc1 *(*Cd206*)	NM_008625.2	F: TGGCTTGGGCTACAGGAGAA R: CTGGTGTCGTGGGTGTGGTA	177
NLR family pyrin domain containing 3	*Nlrp3*	NM_145827.4	F: TGGATGGGTTTGCTGGGATA R: TGCTTGGATGCTCCTTGACC	190
Caspase 1	*Casp1*	NM_009807.2	F: CATGCCGTGGAGAGAAACAA R: GGTGTTGAAGAGCAGAAAGCAA	151
Interleukin-1β	*Il-1β*	NM_008361.4	F: TTGACGGACCCCAAAAGATG R: GCTTCTCCACAGCCACAATGA	144
Interleukin-18	*Il-18*	NM_008360.2	F: GAAGAAAATGGAGACCTGGAATCA R: TCTGGGGTTCACTGGCACTT	157
Ribosomal protein L37	*Rpl37*	NM_026069.3	F:CTGGTCGGATGAGGCACCTA R: AAGAACTGGATGCTGCGACA	108

### Western blotting

The protein expression of NLRP3 was assessed by western blotting (n = 4–5/group). Ovaries were collected in RIPA supplemented with inhibitors and mechanically disrupted with a lancet. Then, lysates were incubated for 1 h on ice, mixing every 15 min. Subsequently, samples were centrifuged (20,000*g*, 4 ℃, 15 min) and the supernatant was collected and stored at −80 °C until the analysis was performed. The protein concentration was assessed using bicinchoninic acid assay (BCA, BCA1-1KT, Sigma Aldrich). A total of 20 μg of protein was loaded on 12% acrylamide gel, and after electrophoresis proteins were transferred to polyvinylidene difluoride (PVDF) membrane. Membranes were sectioned longitudinally in order to incubate each section with target and protein normaliser simultaneously. Next, membranes were blocked in 5% BSA (A2153, Sigma Aldrich) solution in PBST and incubated with mouse monoclonal anti- NLRP3 (1:1000, AG-20B-0014-C100, Adipogen), CASP1 (1:1000 ab108362, Abcam) and IL-18 (1:250 ab71495, Abcam) antibody solution overnight at 4 °C. Proteins were detected after incubation of the membranes with anti-mouse alkaline phosphatase-conjugated antibody (1:20,000, 31321, Thermo Scientific) for 2 h at RT. Immune complexes were visualised using the alkaline phosphatase or by enhanced chemiluminescence (ECL) substrate visualisation. Blots were scanned using the Molecular Imager VersaDoc MP 4000 System (BioRad, Hercules, California, USA) and specific bands quantified with ImageLab Software (BioRad). The results were normalised with β-actin (1:10,000, A2228, Sigma-Aldrich) or glyceraldehyde 3-phosphate dehydrogenase (GAPDH, 1:2500, ab9485, Abcam) run in the same membrane, as target protein.

### RNA-seq library generation

GCs were collected in tubes with RLT buffer (1053393, Qiagen) and stored at −80 °C for further analysis. Afterwards, RNA sequencing (RNA-seq) libraries were generated as previously described, with minor changes. Magnetic beads with pre-annealed Smart-seq2 oligo-dT sequences (MyOne C1, Invitrogen) were used to capture mRNA. The beads were then diluted in 10 μl of reverse transcriptase mix (100 U, SuperScript II, Invitrogen; 10 U, RNAsin, Promega), 1× Superscript II First-Strand Buffer, 2.5 mM dithiothreitol (DTT, Invitrogen), 1 M betaine (Sigma–Aldrich), 9 mM magnesium chloride (MgCl2, Invitrogen), 1 μM Template-Switching Oligo (Exiqon), and 1 mM deoxyribonucleotide triphosphate (dNTP) mix (Roche) and incubated for 60 min at 42 °C, followed by 30 min at 50 °C and 10 min at 60 °C^45,46^. The amplification of the cDNA was performed after adding 11 μl of 2 × KAPA HiFi HotStart ReadyMix and 1 μl of 2 μM ISPCR primer (insert—Smart 2013, Full-length RNA-seq 2014) and incubating at 98 °C for 3 min, followed by nine cycles of 98 °C for 15 s, 67 °C for 20 s, 72 °C for 6 min and finally 72 °C for 5 min. cDNA was purified with AMPure beads (Beckman Coulter) and eluted into 20 μl of nuclease-free water (P1195; Promega). All libraries were prepared from 100 to 200 pg of cDNA using the Nextera XT Kit (Illumina) following the manufacturer’s instructions. The final cDNA libraries were pooled and sequenced on an Illumina NextSeq500 instrument in 75-base-pair (bp) single-read high output mode at the Babraham Institute Sequencing Facility.

### Identification of differentially expressed genes

The quality of raw reads was evaluated by means of FASTQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Low-quality reads and adapters were removed using cutadapt software (version 1.18)^47^. Then, reads were mapped to the mouse reference genome (GRCm39) using STAR software (version 2.7.10a)^48^. Afterwards, raw counts per gene were calculated using the feature Counts tool (version 2.0.1)^49^. The differentially expressed genes (DEGs) and corresponding P-adjusted values were determined by means of R statistical software (version 4.1.3) using the DESeq2 package (version 1.34.0)^50^. The threshold for significantly different expression was set at P-adjusted ≤ 0.05. Visual presentation of the results was performed in R software using the ggplot2 (version 3.3.6)^51^, Venn Diagram (version 1.7.3) and pheatmap (version 3.1.1)^52^ packages.

### Functional enrichment analysis

Functional analysis of the DEGs was performed based on the Gene Ontology (GO) database using the clusterProfiler (version 4.2.2)^53^, DOSE (version 3.20.1)^54^, biomaRt (version 2.50.3)^55^ and org.Mm.eg.db (version 3.14.0)^56^) packages of R software, with the established criterion P-adjusted ≤ 0.05. The visual presentation of the results was prepared using R software with ggplot2.

### Statistical analysis and data representation

Data were analysed using GraphPad Prism Software (Version 9.01, GraphPad Software, Inc.; La Jolla, CA, USA). One-way analysis of variance (ANOVA) was conducted when more than two groups were compared. The D’Agostino-Pearson omnibus normality test was performed followed by the nonparametric Mann‒Whitney test or multiple unpaired t tests with statistical significance determined using the Bonferroni-Sidak method, depending on the experiment. The statistical analysis of each experiment is presented in the figure legends. The error bars represent the standard error of the mean. Significance was defined as values of p < 0.05.

## Results

### Genetic and diet induced obesity, but not pharmacological hyperleptinemia, are associated with increased body weight and fat mass

To characterise the role of leptin in the modulation of NLRP3 inflammasome profile changes and subsequent macrophage activation in the ovary during obesity, we used two genetically obese *db/db* and *ob/ob* mice, DIO mice, and the leptin treated LEPT mice. The phenotype measurements were taken between 8 and 24 wks of age in comparison to the respective controls. The starting BWs of *db/db* and *ob/ob* mutants were approximately 40 g (g), whereas the remaining mice were approximately 20 g (Fig. 1A). As expected, both *db/db and ob/ob* mice were considerably fatter at 12 wk of age, with an average BW of 53 g for *db/db* mice and 49 g for *ob/ob* mice (Fig. 1A, p < 0.0001), whereas the HFD group weighted on average 33 g at 24 wk of age (Fig. 1A, p < 0.0001). Concerning the LEPT mice, BW decreased from 20 to 17 g on average between 8 and 10 wk of age (Fig. 1A, p < 0.05). The FM in *db/db* and *ob/ob* mice increased from 8 to 12 wk of age by approximately 11 g in both models, reaching a total of 32 g in *db/db* mice and 23 g in *ob/ob* mice greater than that in the control mice (Fig. 1B, p < 0.0001). The FM of the HFD group was significantly higher at 12 wk of age and was 9 g greater at 24 wk (Fig. 1B, p < 0.01 and p < 0.001 respectively), whereas in LEPT mice, FM was lower at 10 wk of age (Fig. 1B, p < 0.05). The AI in *db/db* and *ob/ob* mice increased from 8 to 12 wk of age, with a gain of approximately 0.5% in AI in both models that was 0.94% greater in *db/db* and 0.16% in *ob/ob* mice compared to that in the control mice (Fig. 1C, p < 0.0001 and p < 0.01 respectively). The HFD group presented a 1.17% increase in AI (Fig. 1C, p < 0.0001), and LEPT mice showed a decrease of 0.06% in AI compared to that of the control group (Fig. 1C, p < 0.05). The LM in *db/db* mice was lower by 2 g, while the LM in *ob/ob* mice was 4 g higher (Fig. 1D, p < 0.01) at the start of the protocol. In the HFD group, a gain in LM was observed between 8 and 24 wk of age, with a final gain of 3 g, compared to that in the controls (Fig. 1D, p < 0.001). Thus, our genetically obese *db/db* and *ob/ob* mice, as well as the DIO mice, presented an obese phenotype in contrast with the LEPT mice, which maintained a lean phenotype throughout the experimental protocol. All controls (CT) also maintained a lean phenotype as expected.

### Transcriptional differences in in granulosa cells from obese db/db and ob/ob mice do not reflect phenotypic similarities

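The RNA-seq experiment comprised 14 libraries of granulosa cells (GCs) from 2 models of genetic obesity. There were 4 libraries from db/db mice, which carry a mutation in the leptin receptor gene Lepr, and 4 from the lean controls of that model (CT db). A further 3 libraries came from ob/ob mice, which carry a mutation in the leptin gene Lep, and 3 from their lean controls (CT ob). Each library was made from about 50 cells with a Smart-seq2 type protocol, in which polyadenylated RNA is captured with oligo-dT beads and copied into full-length cDNA, and 100 to 200 pg of cDNA entered library preparation. Single reads of 75 bp were obtained without molecular identifiers, so the limits given for counts cover counting error only. The authors trimmed the reads with cutadapt, mapped them to GRCm39 with STAR and counted them on genes with featureCounts. The deposited values were whole-number counts without normalization, and 98.8% of the Ensembl identifiers had a symbol and a position in the annotation used here. The counts on genes ranged from 2204686 to 3059777 per library in db/db (median 2361740.5) and from 3624237 to 4840714 in CT db (median 3731548.5). They ranged from 5306632 to 8367593 in ob/ob (median 6907152) and from 3664219 to 4847166 in CT ob (median 3762905). The values use these totals and not the read numbers stated in the paper. The smallest share that a library could show, set at 3 counts, was 0.359 to 1.36 CPM (counts scaled to the library total). Mutants were compared with the controls of their own model by edgeR's quasi-likelihood test with TMM normalization. The filter on low counts kept 11317 genes in the db model and 12425 genes in the ob model, and genes with a Benjamini-Hochberg adjusted p of 0.05 or less were called DEGs. The spread between libraries of a group, as edgeR's common biological coefficient of variation, was 0.231 in the db model and 0.326 in the ob model. Comparisons between the models used 1 fit of all 14 libraries on 12586 genes. Each model is a mouse strain of its own with its own controls, so model and strain cannot be told apart in those comparisons. On counts simulated from these libraries with 200 genes changed, the test called 57% of 2-fold changes and 88% of 4-fold changes in the db model. The test called 0% of 2-fold changes and 66.5% of 4-fold changes in the ob model. The mutated genes themselves were close to the detection limit and could not serve as a check of the labels. Lep, on chromosome 6 from 29060216 to 29073877, had 0 counts in every library of the db model, 0 to 3 counts in ob/ob and 0 to 2 counts in CT ob. Lepr, on chromosome 4 from 101574601 to 101676237, had 0 to 3 counts in db/db, 1 to 6 in CT db, 4 to 17 in ob/ob and 3 to 12 in CT ob.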

We first analysed the transcriptome of GCs collected from antral follicles isolated from *db/db* and *ob/ob* mice (Fig. 2A). RNA-seq provided 92.77 million raw reads, ranging from 3.59 million to 12.98 million reads per sample. 

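The counts on genes averaged 2496986 ± 397596 (SD, n = 4) in db/db and 3982012 ± 578021 (SD, n = 4) in CT db. This was a ratio of 0.627 between the means (exact permutation test, two-sided p = 0.0286, the smallest p that 4 against 4 libraries allow). The mutants of the ob model had the larger libraries, with 6860459 ± 1531015 counts (SD, n = 3) in ob/ob and 4091430 ± 656344 (SD, n = 3) in CT ob. The ratio was 1.68 (exact permutation test, two-sided p = 0.1, the smallest p that 3 against 3 allow). Libraries of ob/ob mice held 2.75 times as many counts as those of db/db mice (exact permutation test, two-sided p = 0.0286, the smallest for 3 against 4). The control groups of the models differed by a ratio of 1.03 (exact permutation test, two-sided p = 0.657). The 18S ribosomal RNA gene Rn18s-rs5, which was singled out after its values were seen, took 4.29% ± 5.71 of the counts in db/db, 4.46% ± 2.75 in CT db, 3.96% ± 4.47 in ob/ob and 12.4% ± 10.4 in CT ob (mean ± SD of the libraries).

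**Figure D1:**
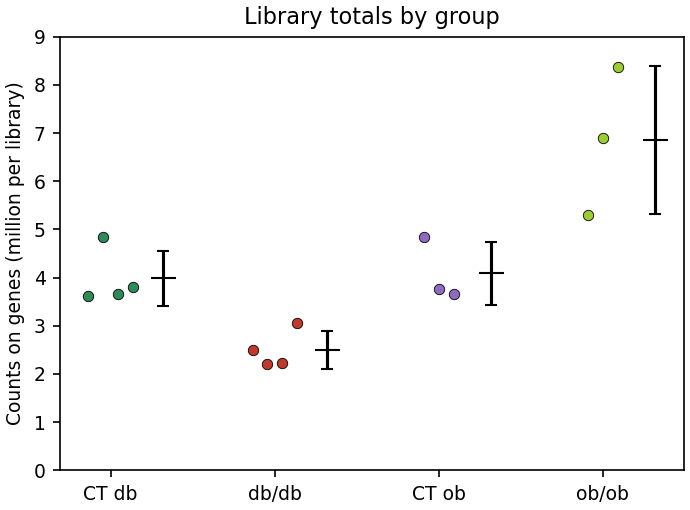
Counts on genes per library for CT db, db/db, CT ob and ob/ob; each point is a library, and the horizontal mark and vertical bar give the mean and SD of the group. All 4 db/db libraries lie below, and all 3 ob/ob libraries above, every control library.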

After removing adapters and low-quality reads (Phread score < 20), the remaining 92.66 million high-quality reads (3.58 to 12.96 million per sample) were mapped to the mouse reference genome (GRCm39) with the number of aligned reads ranging from 3.41 to 12.45 million per sample. An average of 87.5% of reads were mapped to unique locations. 

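At least 1 count was found on 18254 ± 331 genes (SD, n = 4) in db/db and on 19249 ± 936 genes (SD, n = 4) in CT db, a difference of -995 genes beside a pooled SD of 702 (exact permutation test, two-sided p = 0.0857). Detected genes numbered 21937 ± 1177 (SD, n = 3) in ob/ob and 21125 ± 989 (SD, n = 3) in CT ob, a difference of 812 genes (exact permutation test, two-sided p = 0.5). The number of detected genes depended on depth. After every library was downsampled to the smallest library total, the direction was the opposite in each model. The difference was then 431.5 genes in the db model (exact permutation test, two-sided p = 0.343) and -755 genes in the ob model (exact permutation test, two-sided p = 0.4).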

The total number of genes expressed in mouse GCs ranged from 17,934 to 23,270 (Supplementary Fig. 1A, Table S1). 

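In a PCA of the 500 most variable genes on the log2 CPM scale, the first components explained 30.0% and 24.1% of the variance among the 8 libraries of the db model. Among the 6 libraries of the ob model they explained 40.3% and 34.8%. The distance between the centroids of mutants and controls, divided by the mean distance of libraries to their own centroid, was 1.02 in the db model (exact permutation test, one-sided p = 0.314). It was 1.15 in the ob model (exact permutation test, one-sided p = 0.4, where 3 against 3 cannot go below 0.1). Neither separation exceeded what other groupings of the same libraries gave. Among the settings tried on all libraries, the separation in the db model lay between 0.790 with at least 10 counts in every library (exact permutation test, one-sided p = 0.429) and 1.24 with all tested genes (exact permutation test, one-sided p = 0.171). The ob model moved most with all tested genes, to 1.33 (exact permutation test, one-sided p = 0.3).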

Principal component analysis (PCA) revealed slight differences in the gene expression profile in GCs in the presented models, with no defined clustering pattern (Fig. 2B). Volcano plots presented significant changes (p-adjusted ≤ 0.05) in the gene expression profile of GCs from the controls (CT) compared to mutant (MUT; db/db and ob/ob) mice in both mouse strains (Supplementary Fig. 1B). 

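In the db model, edgeR's quasi-likelihood test called 1 of the 11317 tested genes, which was lower in db/db, and 859 genes had an unadjusted p under 0.05. It called 0 of 12425 genes in the ob model, where 1014 genes had an unadjusted p under 0.05. The smallest adjusted p in the ob model was 0.539. The filter on low counts moved these numbers most: with every gene with at least 1 count in the fit, the test called 270 genes in the db model and 359 in the ob model. The smallest adjusted p from edgeR's quasi-likelihood test was then 9.99e-82 in the db model and 9.71e-50 in the ob model. Simulated counts were not run through this fit, so its calls are not taken as changed genes. With DESeq2 in place of edgeR on the filtered genes, 44 genes were called in the db model, 11 higher and 33 lower in db/db. DESeq2 called 86 genes in the ob model, 50 higher and 36 lower in ob/ob. In counts simulated with no changed gene, DESeq2 called 7 genes in the db model and 9 in the ob model, and edgeR called 0 in either.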

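The gene called in the db model was Sfrp4, on chromosome 13 from 19807274 to 19817164, with 1.40 ± 0.745 CPM (SD, n = 4) in db/db and 26.6 ± 5.08 CPM (SD, n = 4) in CT db. Its log2 fold change was -4.16 (standard error 0.344, adjusted p = 0.000644 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between -4.49 and -3.89 with each library left out in turn. In fits of all 14 libraries its change in db/db was no longer called, with edgeR or with DESeq2. In the ob model Sfrp4 was also lower in the mutants, with 0.889 ± 0.920 CPM in ob/ob and 68.3 ± 113 CPM in CT ob (SD, n = 3). Its counts in CT ob ranged from 9 to 795, and the groups overlapped (log2 fold change -6.33, edgeR adjusted p = 0.539). In the db model, the next smallest adjusted p-values were not under 0.05. Atrnl1 (chromosome 19, 57598926 to 58121775) was higher in db/db, with 120 ± 11.4 CPM against 59.3 ± 8.51 in CT db and a log2 fold change of 1.01 (standard error 0.146, edgeR adjusted p = 0.100). Zfp125, annotated as a transcribed pseudogene on chromosome 12 from 20948575 to 20952660, so that reads could be shared with related genes, changed by -0.99 (standard error 0.179, edgeR adjusted p = 0.363). Cd9 (chromosome 6, 125437210 to 125471778) changed by 0.94 (standard error 0.177) with the same adjusted p. In each of these genes the libraries of db/db and CT db did not overlap (exact permutation test, two-sided p = 0.0286). Of the 44 genes that the paper lists in Table S2, 43 passed the filter, and in all 43 the direction was the one listed. Their adjusted p-values from edgeR reached 0.433, with a median of 0.363. In 42 of them the db/db and CT db libraries did not overlap, which 4.12% of all tested genes showed. Adjusted over the list alone, 43 had an adjusted p of 0.05 or less, which shows no stability because the list was drawn from the same counts.

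**Figure D2:**
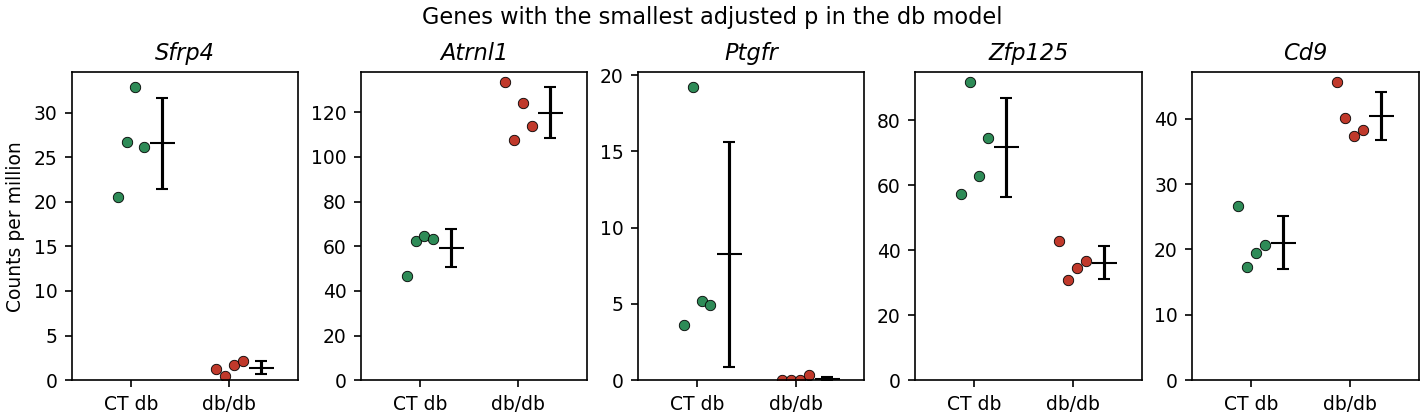
CPM of Sfrp4, Atrnl1, Ptgfr, Zfp125 and Cd9 in CT db and db/db, each panel with its own axis from 0; points are libraries, and the horizontal mark and vertical bar give the mean and SD (n = 4 per group). The groups do not overlap in any panel, and Ptgfr, with 0 to 1 counts per db/db library, lies at the detection limit there.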

A total of 44 genes were differentially expressed genes (DEGs) in the *db/db* model, with 11 up- and 33 downregulated genes (Table S2). In the *ob/ob* model, we found 82 DEGs, with 46 up- and 36 downregulated genes (Table S3). 

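Of the 82 genes listed in Table S3, 80 passed the filter on low counts, and the direction was the listed one in all 80. Their adjusted p-values from edgeR's quasi-likelihood test lay between 0.539 and 0.555. In 79 of them the ob/ob and CT ob libraries did not overlap. With 3 libraries in each group this occurred in 15.7% of all tested genes, and 10% is given by chance. All 80 had an adjusted p of 0.05 or less when the adjustment covered the list alone, which again shows no stability. The smallest p-values belonged to Fam81a, Elovl2, Plxna2, Tex15 and Chn2. Fam81a (chromosome 9, 69995772 to 70049842) had 745 ± 165 CPM (SD, n = 3) in ob/ob and 219 ± 46.0 CPM (SD, n = 3) in CT ob. Its log2 fold change was 1.76 (standard error 0.256, edgeR adjusted p = 0.539), and it was called when all 14 libraries were fitted together (edgeR adjusted p = 0.0330). Tex15 (chromosome 8, 34006766 to 34075610) changed by 2.14 on the log2 scale (standard error 0.357), Elovl2 by -1.74 (standard error 0.260), Plxna2 by -1.90 (standard error 0.303) and Chn2 by -1.19 (standard error 0.206). All 5 shared the adjusted p of 0.539 from edgeR, and all had non-overlapping groups (exact permutation test, two-sided p = 0.1).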

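Akr1c18, on chromosome 13 from 4182614 to 4200672, had 0 to 3 counts per library in db/db and 12 to 136 in CT db. Since all db/db libraries were at or under 3 counts, its mean of 12.8 CPM in CT db gives only a lower bound, at least 10.7-fold lower in db/db. The size of this bound rests largely on a single CT db library with 37.3 CPM, as the others had 3.37 to 6.81 CPM. With each library left out in turn, the log2 fold change in db/db lay between -4.52 and -2.66. Akr1c18 had 1 to 13 counts in ob/ob and 12 to 123 in CT ob, and the log2 fold change was -4.11 (standard error 1.10, edgeR adjusted p = 0.539). In ob/ob it lay between -5.64 and -2.39 with each library left out in turn. A single CT ob library had 30.8 CPM, and the others had 3.63 and 4.13 CPM. Hs3st3b1, on chromosome 11 from 63776612 to 63813168, had 9.97 ± 2.75 CPM (SD, n = 4) in db/db and 25.8 ± 9.21 CPM (SD, n = 4) in CT db. Its log2 fold change was -1.37 (standard error 0.305, edgeR adjusted p = 0.363), and every db/db library was below every CT db library (exact permutation test, two-sided p = 0.0286). In ob/ob it had 3.43 ± 1.16 CPM (SD, n = 3) against 23.4 ± 17.5 CPM (SD, n = 3) in CT ob, a log2 fold change of -2.79 (standard error 0.745, edgeR adjusted p = 0.539) with overlapping groups (exact permutation test, two-sided p = 0.3). Among the 11216 genes tested in both models, edgeR's quasi-likelihood test called 0 in both. DESeq2 on the filtered genes called 2 in both models, Akr1c18 and Hs3st3b1 (one-sided Fisher's exact p = 0.0342).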

Among the DEGs from both models, only two genes, namely, *aldo–keto reductase family 1, member C18* (*Akr1c18*) and *heparan sulfate* [*glucosamine*]* 3-O-sulfotransferase* (*Hs3st3b1*), overlapped and were downregulated in both mutants (Fig. 2C, D). Both models present dramatic changes in metabolism and are infertile, as loss-of-function studies of *Akr1c18* showed abnormalities in the oestrous cycle ^57^. Conversely, the *Hs3st3b1* gene is known to be involved in carbohydrate and protein metabolic processes ^58^. The heatmap shows the expression profile of DEGs across samples from each group and mouse model (Fig. 2D). To investigate the nature of the DEGs, gene ontology (GO) analysis was performed. Genes were classified into three main categories: “biological process”, “cellular component” and “molecular function”. The gene expression profiles of GCs from the *ob/ob* and *db/db* mouse models showed clear differences, which might be linked to the different patterns of impaired leptin signalling. 

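Across the 11216 genes tested in both models, the log2 fold changes of db/db and ob/ob against their controls had a Pearson correlation of 0.108 and a Spearman correlation of 0.0550. The sign was the same in 51.5% of genes. These are correlations across genes, which are not independent replicates. In the fit of all 14 libraries, 2 of 12586 genes were called between ob/ob and db/db by edgeR's quasi-likelihood test, both lower in ob/ob, and 1030 had an unadjusted p under 0.05. They were Grik3, with a log2 fold change of -4.77 (edgeR adjusted p = 7.19e-05), and Ndufs5-ps, with -5.80 (edgeR adjusted p = 6.92e-05), and were named after their values were seen. Ndufs5-ps is a processed pseudogene of Ndufs5 that matches its transcript in 317 of 319 bases, so reads could be assigned to either. Between the lean controls of the models, 834 genes were called, 282 higher and 552 lower in CT ob. The difference between the models in the mutant effect, tested as an interaction, was called for 0 genes, and 1021 had an unadjusted p under 0.05. With DESeq2, 72 genes were called between the mutants, 1563 between the controls and 72 for the interaction.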

In the *db* model, 33 downregulated genes were associated with “steroid metabolic process” and “progesterone metabolic process” (Table S4). Hence, the genes *Akr1c18* and *Akr1c13*, which are known to be involved in progesterone metabolism in follicles ^59,60^, were downregulated in *db/db* mice compared to the control mice. Furthermore, the downregulation of *prostaglandin F2 alpha receptor* (*Ptgfr*) in *db/db* mice impaired follicular development, as prostaglandins are known to tightly control late follicular development ^61^ and ovulation ^62^. 

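Akr1c13 lies next to Akr1c18 on chromosome 13, from 4241149 to 4255602. It had 0 to 4 counts per library in db/db and 10 to 59 counts in CT db, and did not pass the filter on low counts in the db model. In CPM it measured 0.739 ± 0.526 (SD, n = 4) in db/db and 6.70 ± 6.62 (SD, n = 4) in CT db, with every db/db library below every control (exact permutation test, two-sided p = 0.0286). Its log2 fold change in the ob model was -0.74 (standard error 0.616, edgeR adjusted p = 0.762), with overlapping groups. Akr1c18 and Akr1c13 are paralogs, and how the counting treated reads that match both is not stated, so the division of counts between them is uncertain. The GO terms of the downregulated genes were not analysed here.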

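Ptgfr, on chromosome 3 from 151502139 to 151543267, had 0 to 1 counts per library in db/db and 13 to 90 counts in CT db, with 8.25 ± 7.35 CPM (SD, n = 4) in CT db. As all db/db libraries were at the detection limit, the change is given as at least 6.89-fold lower in db/db. The size of this bound rests largely on a single CT db library with 19.2 CPM, as the others had 3.65 to 5.21 CPM. The adjusted p from edgeR's quasi-likelihood test was 0.221, and with DESeq2 it was 0.00116. The groups did not overlap (exact permutation test, two-sided p = 0.0286). Ptgfr had 0 counts in ob/ob and 0 to 271 in CT ob, where it did not pass the filter and the groups overlapped (exact permutation test, two-sided p = 0.4).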

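Pdgfrb, on chromosome 18 from 61178212 to 61218133, had 18.0 ± 6.11 CPM (SD, n = 4) in db/db and 4.78 ± 2.44 CPM (SD, n = 4) in CT db, a log2 fold change of 1.93 (standard error 0.382, edgeR adjusted p = 0.363). Col11a1, on chromosome 3 from 113824134 to 114014367, had 27.2 ± 9.73 CPM in db/db and 9.51 ± 1.78 CPM in CT db, a log2 fold change of 1.52 (standard error 0.294) with the same adjusted p. One db/db library stood apart from the other 3 in this gene. Adamts9, on chromosome 6 from 92749680 to 92920520, had 30.8 ± 9.49 CPM in db/db and 14.9 ± 1.35 CPM in CT db, a log2 fold change of 1.04 (standard error 0.240) and again an edgeR adjusted p of 0.363. In these genes every db/db library was above every CT db library (exact permutation test, two-sided p = 0.0286). With DESeq2 the adjusted p-values were 0.00483 for Pdgfrb, 0.00485 for Col11a1 and 0.0447 for Adamts9. In the ob model, Pdgfrb changed by 1.33 on the log2 scale (standard error 0.600, edgeR adjusted p = 0.616) with overlapping groups (exact permutation test, two-sided p = 0.2). Col11a1 changed by 1.45 (standard error 0.475, edgeR adjusted p = 0.561), and its groups did not overlap (exact permutation test, two-sided p = 0.1). Adamts9 changed by 0.12 (standard error 0.526, edgeR adjusted p = 0.962) with overlapping groups.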

Concerning the upregulated genes in *db/db* mice, terms such as “cardiac muscle tissue development” presented high significance (Supplementary Fig. 1C), being associated with the genes *platelet-derived growth factor receptor beta* (*Pdgfrb*), *collagen type XI alpha 1* (*Col11a1*), and *A disintegrin-like and metallopeptidase reprolysin type with thrombospondin type 1 motif 9 *(*Adamts9*). Importantly, *Pdgfrb* is known to mediate the effects of platelet-derived growth factor BB (PDGF-BB), an oocyte-specific ligand responsible for the control of follicular development, angiogenesis, and vascular permeability ^63–65^. Furthermore, *Col11a1* and *Adamts9* are well-established regulators of extracellular matrix (ECM) remodelling during follicular development. 

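Col4a2, on chromosome 8 from 11362471 to 11499287, had 1.67 ± 0.368 CPM (SD, n = 3) in ob/ob and 20.5 ± 23.7 CPM (SD, n = 3) in CT ob, with 9 to 15 counts per library in ob/ob and 24 to 191 in CT ob. Its log2 fold change was -3.61 (standard error 0.852, edgeR adjusted p = 0.539). Col16a1, on chromosome 4 from 129941154 to 129993076, had 2.09 ± 1.36 CPM in ob/ob and 15.5 ± 12.3 CPM in CT ob, a log2 fold change of -2.90 (standard error 0.760) with the same adjusted p. Its change lay between -3.29 and -2.02 with each library left out. In both genes the ob/ob libraries lay below the CT ob libraries (exact permutation test, two-sided p = 0.1, which 3 against 3 cannot go below). DESeq2 gave adjusted p-values of 0.00205 for Col4a2 and 0.0169 for Col16a1. In the db model neither gene passed the filter on low counts, with at most 10 counts per library for Col4a2 and at most 19 for Col16a1.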

With regard to the *ob* model, GO analysis of downregulated genes revealed highly significant terms such as “collagen-containing extracellular matrix”, comprising the genes *Col4a2* and *Col16a1* (Supplementary Fig. 1C), which are important components of the ECM necessary for follicular development and ovulation ^66^. Furthermore, developmental genes from the Hox family, such as *homeobox C10* (*Hoxc10*) and *Hoxd11*, known to regulate GC function, ovarian follicle maturation ^67^, were also downregulated. 

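Hoxc10, on chromosome 15 from 102875134 to 102880330, had 0 to 1 counts per library in ob/ob and 7 to 21 counts in CT ob. Hoxd11, on chromosome 2 from 74509901 to 74517360, had 0 to 3 counts in ob/ob and 6 to 30 counts in CT ob. Neither gene passed the filter in the ob model. With all ob/ob libraries at or under 3 counts, the change was at least 6.78-fold lower for Hoxc10 and at least 8.74-fold lower for Hoxd11. The size of the Hoxd11 bound rests largely on a single CT ob library with 7.51 CPM, as the others had 1.15 and 2.75 CPM. That same library also had the highest CT ob values of Akr1c18, Ptgfr and Col4a2, so these changes are not independent of each other. The groups of 3 libraries did not overlap in either gene (exact permutation test, two-sided p = 0.1). In the db model Hoxd11 had 0 to 139 counts in db/db and 0 to 59 in CT db. Hoxc10 had 0 to 10 counts in db/db and 0 to 16 in CT db. Both genes thus varied widely between libraries of the same group, so the missing overlap in the ob model carries little weight.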

Regarding the *ob* model, the term “negative regulation of small molecule metabolic process” from GO analysis was associated particularly with the upregulated genes *diacylglycerol acyltransferase 2* (*Dgat2*) and *fructose-1,6-bisphosphatase 1* (*Fbp1*) (Table S7), which were previously associated with lipid metabolism in GCs ^68–70^. 

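Dgat2, on chromosome 7 from 98802491 to 98831991, had 34.7 ± 22.2 CPM (SD, n = 3) in ob/ob and 10.7 ± 2.07 CPM (SD, n = 3) in CT ob, a log2 fold change of 1.68 (standard error 0.445, edgeR adjusted p = 0.539). Fbp1, on chromosome 13 from 63012567 to 63036263, had 30.0 ± 5.74 CPM in ob/ob and 13.1 ± 2.77 CPM in CT ob, a log2 fold change of 1.20 (standard error 0.279) with the same adjusted p. The ob/ob libraries were above the CT ob libraries in both genes (exact permutation test, two-sided p = 0.1). The adjusted p-values with DESeq2 were 0.0448 for Dgat2 and 0.0450 for Fbp1.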

Finally, we tested a particular subset of genes regulating steroidogenesis in GCs and observed opposing trends in gene expression between the models (Fig. 2E). 

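On the log2 scale, Fshr (chromosome 17, 89292380 to 89508139) changed by -0.26 in db/db (standard error 0.231, edgeR adjusted p = 0.810) and by 1.05 in ob/ob (standard error 0.393, edgeR adjusted p = 0.584). Cyp19a1 (chromosome 9, 54072601 to 54175394) changed by -0.17 in db/db (standard error 0.754) and by 1.59 in ob/ob (standard error 0.534, edgeR adjusted p = 0.561). In both genes every ob/ob library lay above every CT ob library (exact permutation test, two-sided p = 0.1), while db/db and CT db libraries overlapped. Igf1r (chromosome 7, 67601518 to 67883416) was higher in db/db by 0.50 (standard error 0.209) and changed by -0.08 in ob/ob (standard error 0.279). Cyp1b1 (chromosome 17, 80008966 to 80022532) was lower in both mutants, by -0.50 in db/db (standard error 0.196) and -0.51 in ob/ob (standard error 0.253). The insulin receptor gene Insr changed by -0.05 in db/db and 0.06 in ob/ob, and the insulin receptor substrate gene Irs1 by -0.02 in db/db and 0.41 in ob/ob. Changes of Insr and Irs1 were smaller than or about as large as their standard errors. Hsd17b3 (chromosome 13, 64206080 to 64237208) did not pass the filter in the db model, with 5 to 17 counts in db/db and 4 to 15 in CT db, and changed by -0.66 in ob/ob (standard error 0.579). By mean log2 CPM, 2 of the 6 genes of Fig. 2E were lower in db/db and higher in ob/ob than in their controls, and 22.9% of all 12586 tested genes had this pattern. The paper gives a gene of this figure as insulin receptor substrate 1 with the symbol Insr1, so the name points to Irs1 and the symbol is closer to Insr. Insr was taken here and in the set tests. It has the pattern by its fold changes from the fits but not by mean log2 CPM, where its difference in db/db was 0.076. With Irs1 in its place, a choice made after seeing the data, 3 of 6 had it. On the log10(count + 1) scale without correction for library size, 6 of the 6 genes had the pattern, as did 90.2% of all tested genes.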

Specifically, the genes *follicle stimulating hormone receptor *(*Fshr*)*, insulin-like growth factor I receptor *(*Igf1r*)*, cytochrome P450, family 19, subfamily *(*Cyp19a1*)*, insulin receptor substrate 1 *(*Insr1*)*, hydroxysteroid 17-beta-dehydrogenase 3 *(*Hsd17b3*) and *cytochrome P450 family 1 subfamily B member 1 *(*Cyp1b1*) tended to be downregulated in *db/db* mice but upregulated in *ob/ob* mice compared to the controls (Fig. 2E, p < 0.05). Thus, in both genetically obese mice, follicular development is impaired, with metabolic dysregulation in the *ob/ob* mice resulting from the lack of leptin signalling, whereas in the *db/db* mice, noncanonical leptin action was associated with the upregulation of genes controlling vasculogenesis. 

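In the fit of all 14 libraries, the vascular gene Pdgfrb and the matrix gene Adamts9 named for db/db had no called difference between the models in the mutant effect (edgeR adjusted p of the interaction 0.833 for Pdgfrb and 0.682 for Adamts9). The same held for the metabolic genes named for ob/ob, with interaction adjusted p-values from edgeR of 0.632 for Dgat2 and 0.622 for Fbp1. The interaction was called for 0 of all 12586 genes, and its power was not simulated. A missing call therefore does not show that the mutant effects were alike. The counts do not measure follicular development or leptin action themselves.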

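As a set, the steroidogenesis genes of Fig. 2E had 1 gene higher and 4 lower among the 5 tested in db/db (limma's rotation test fry, two-sided p = 0.691, and exact permutation p = 0.686 as the share of all splits of the libraries with a fry p as small). In ob/ob 3 were higher and 3 lower among 6 (fry p = 0.557, exact permutation p = 0.6). The difference between the models in the mutant effect had a fry p of 0.663 (permutation p = 0.617 over 60 drawn splits). For single genes the interaction was 1.31 on the log2 scale for Fshr (edgeR adjusted p = 0.523) and 1.76 for Cyp19a1 (edgeR adjusted p = 0.688). Between the mutants themselves, 2 of the 6 genes were higher and 4 lower in ob/ob than in db/db (fry p = 0.263, exact permutation p = 0.343). Leaving out single libraries moved the p of the set most, to between 0.232 and 0.940 in db/db, where the direction of the set also changed.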

Ultimately, noncanonical leptin activity in GCs from *db/db* mice leads to inhibition of steroidogenesis genes expression, in comparison with the *ob/ob* mice which lacks leptin signalling.

**Figure 2:**
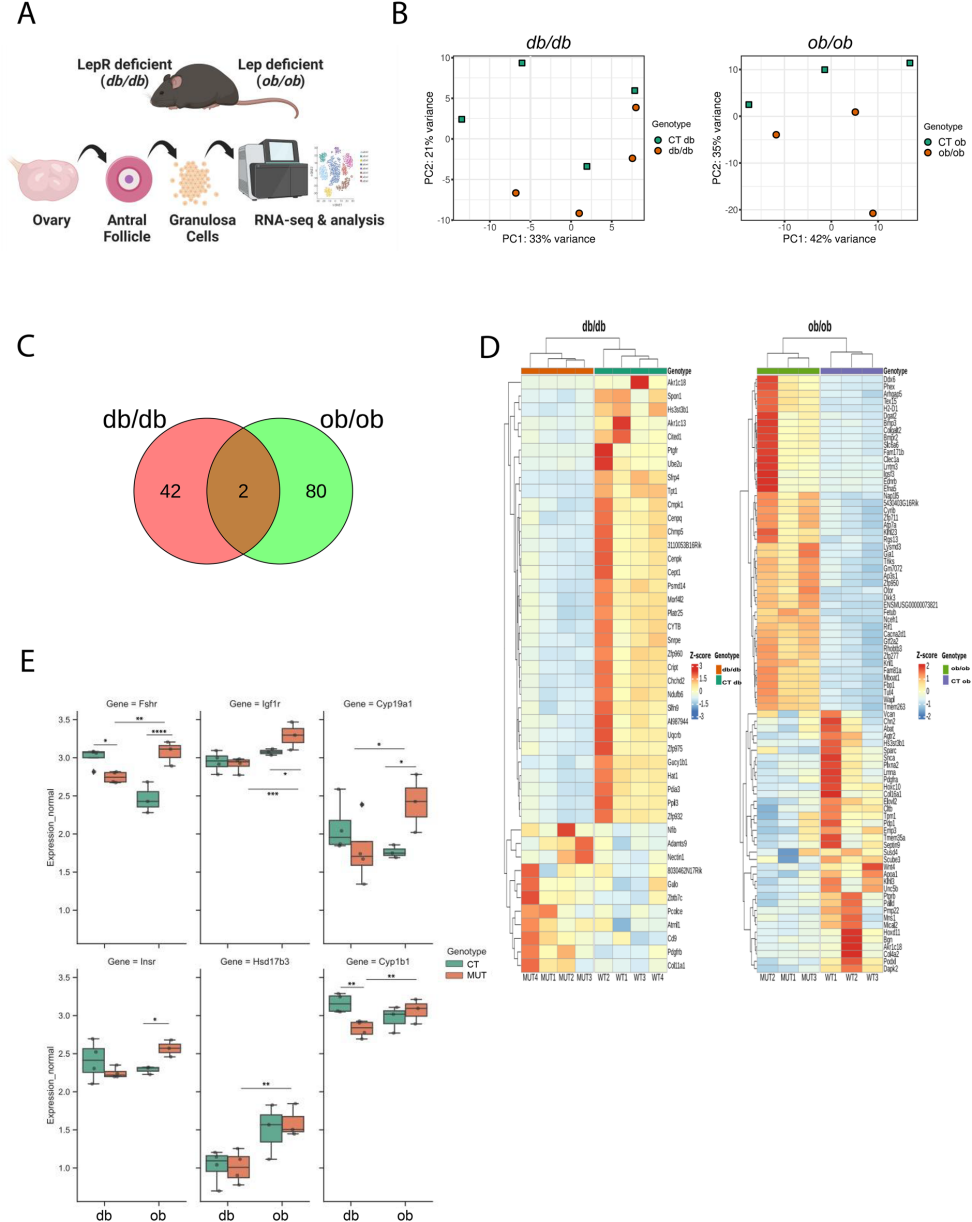
Transcriptome analysis of granulosa cells collected from genetically obese mice: lacking long isoform of leptin receptor (*db/db*) or leptin (*ob/ob*). (**A**) Experimental design: granulosa cells (GCs) collected from antral follicles isolated from ovaries from mice lacking long isoform of leptin receptor (*db/db*) and mice lacking leptin (*ob/ob*) were subjected to RNA sequencing (RNA-seq) analysis. (**B**) Principal Component Analysis (PCA) presenting the GCs from *db/db* and *ob/ob* mice showing no definite sample clustering according to the global transcriptome profile. Controls are depicted in green while mutants in red for both strains. (**C**) Venn diagram depicts differentially expressed genes (DEGs) identified in GCs collected from *db/db* (indicated in red) and *ob/ob* (indicated in green) mice. The overlap represents DEGs that are common for both groups. Only two common DEGs indicate a distinct genetic profile between the mouse strains. (**D**) Heatmaps showing unsupervised hierarchical clustering of the identified DEGs (p-adjusted ≤ 0.05) in GCs from *db/db* and *ob/ob* mice. The color scale of the heatmaps indicate expression level where red blocks represent up- and blue blocks down-regulated genes. Samples from mutant db/db mice are indicated in red while its control (CT db)in green. Mutant ob/ob are highlighted as lighter green, while controls (CT ob) in violet. (**E**) Box-whisker plots illustrating the expression of genes in GCs collected from *db/db* and *ob/ob* mice after RNA-seq analysis. Selected genes associated with steroidogenesis were studied: *Follicle stimulating hormone receptor* (*Fshr*),* Insulin-like growth factor I receptor* (*Igf1r*), *Cytochrome P450, family 19, subfamily A1 *(*Cyp19a1*), *Insulin receptor substrate 1* (*Insr1*),* Hydroxysteroid 17-beta dehydrogenase 3* (*Hsd17b3*) and *Cytochrome P450 family 1 subfamily B member 1* (*Cyp1b1*). *CT* (*CT db or CT ob*)*-lean controls for mutants*; MUT-mutant mice (db/db or ob/ob). Asterisks indicate significant differences (∗p < 0.05; ∗∗p < 0.01; ****p < 0.0001). Expression level presented as arbitrary units (AU).

### Leptin signalling modulates the NLRP3 inflammasome profile and macrophage M1 polarisation in the ovaries of obese mice

In order to further characterise the role of leptin in the modulation of NLRP3 inflammasome profile changes and subsequent macrophage activation in the ovary during obesity, we started by characterising the expression of NLRP3 components in the ovaries of *db/db* mice. We observed no changes in the mRNA and protein levels of NLRP3, CASP1 and IL-18 in the ovaries of *db/db* mice, except for mRNA levels of *Il-1β* which were decreased in *db/db* (Fig. 3A, B, Supplementary Fig. S2). We also confirmed the presence of antral follicles in the ovaries of *db/db* after staining with haematoxylin and eosin (Fig. 3C). Subsequently, we used our previous results on NLRP3 inflammasome components at mRNA and protein levels from DIO, LEPT, and *ob/ob* mice ^32^ and reanalysed the data together with the *db/db* datasets (n = 4–8/group) (Fig. 4A). We observed that NLRP3 protein expression was upregulated after 4 wk of HFD feeding but downregulated after 16 wk of HFD feeding (Fig. 4B, p < 0.05, Supplementary Fig. S3A) or in ovaries from *ob/ob* mice (Fig. 4B, p < 0.05, Supplementary Fig. S3C). Moreover, the ovaries of LEPT mice presented increased protein levels of NLRP3 (Fig. 4B, p < 0.05, Supplementary figure S3D). Nonetheless, in the *db* model, no changes in NLRP3 levels were observed in the db/db mice (Fig. 4B, p  > 0.05, Supplementary Fig. S3B). Subsequently, we assessed the potential cross-talk between ovarian leptin signalling, NLRP3 inflammasome activation, and macrophage phenotype characterisation. We analysed the expression of the macrophage markers *Adgre1*, a pan-macrophage marker; *Cd80*, an M1 macrophage surface marker; and *Mrc1*, an M2 macrophage surface marker. Real-time PCR analysis (n = 6/group) revealed increased mRNA expression of *Adgre1* and *Cd80* after 4 wk of HFD compared to the control group (Fig. 4C, p < 0.05). Furthermore, the mRNA levels of *Adgre1* and *Cd80* were increased in the ovaries of the LEPT model (Fig. 4C, p < 0.05 and p = 0.052, respectively). The mRNA levels of *Adgre1* and *Cd80* were significantly decreased in the *ob/ob* mice compared to the controls (Fig. 4C, p < 0.05 and p < 0.01, respectively). No significant changes were observed in the *db/db* group for all chosen markers or for *Mrc1* mRNA levels in all analysed groups (Fig. 4C). Finally, we characterised the distribution of the macrophage marker CD68 ^42^ in the ovarian tissue by IF (n = 3, samples from CD and HFD treated mice randomly presented), and confirmed that macrophages were mostly visualised in the interstitial tissue surrounding the follicles (Fig. 4D, CD68 staining in orange; nuclear staining by DAPI in blue). No signal was obtained for IgG staining (Fig. 3D). In the present experiment, we confirmed that during obesity progression, ovarian leptin signalling regulates NLRP3 inflammasome activation and the expression of genes regulating M1 macrophage infiltration. In the later stages of obesity, failure in NLRP3 inflammasome activation and M1 macrophage regulation is associated with the establishment of ovarian leptin resistance, which is associated with the disruption of ObRb-dependent (canonical) and ObRb-independent (noncanonical) signalling.

**Figure 3:**
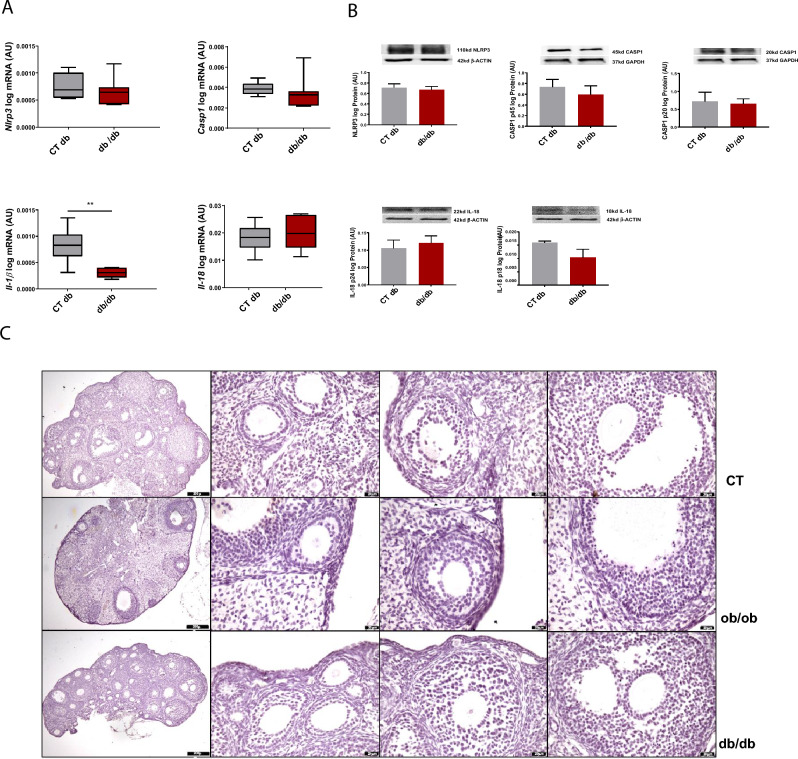
NOD-like receptor protein 3 (NLRP3) inflammasome activation persists in the ovaries of *db/db* homozygous mice. (**A**) Quantification of mRNA levels of NOD-like receptor protein 3 (*Nlrp3*), caspase-1 (*Casp1*), interleukin-1β (*Il-1β*), *Il-18* in mice lacking long isoform of leptin receptor (*db/db*) determined by real-time Polymerase Chain Reaction (PCR). (**B**) Abundance of NLRP3, pro CASP1 p45, CASP1 p20, pro IL-18 p24, and IL-18 p18 protein in *db/db* model measured by Western Blot analysis. Original full blots or sectioned membranes are presented in Supplementary Fig. 2. Data were normalised to ribosomal protein L37 (*Rpl37*) mRNA expression and β-actin or glyceraldehyde 3-phosphate dehydrogenase (GAPDH) protein expression. Bars represent mean ± SEM. Statistical analysis between groups was carried out using Mann–Whitney test. Number of samples: n = 6 for real-time PCR analysis and n = 4 for immunoblots. Asterisks indicate significant differences (∗∗p < 0.01). *AU* arbitrary units; CT (*db*)—lean control for db mutants. (**C**) Morphological changes in mice ovaries from *db/db* and mice lacking leptin (*ob*/*ob*) models. Upper panel: representative haematoxylin/eosin (H&E) staining of a normal mouse ovary (CT: control). Medium panel: representative H&E staining of *ob/ob* mouse ovary. Lower panel: representative H&E staining of *db/db* mouse ovary. Each panel shows the following sections: whole ovary, primary follicle, secondary follicle, antral follicle, presented from left respectively. Ovaries of both *db/db* and *ob/ob* mice contained more atretic follicles, smaller number of antral follicles and no corpora lutea in comparison with control mice. Scale bars represent 200 or 20 μm.

**Figure 4:**
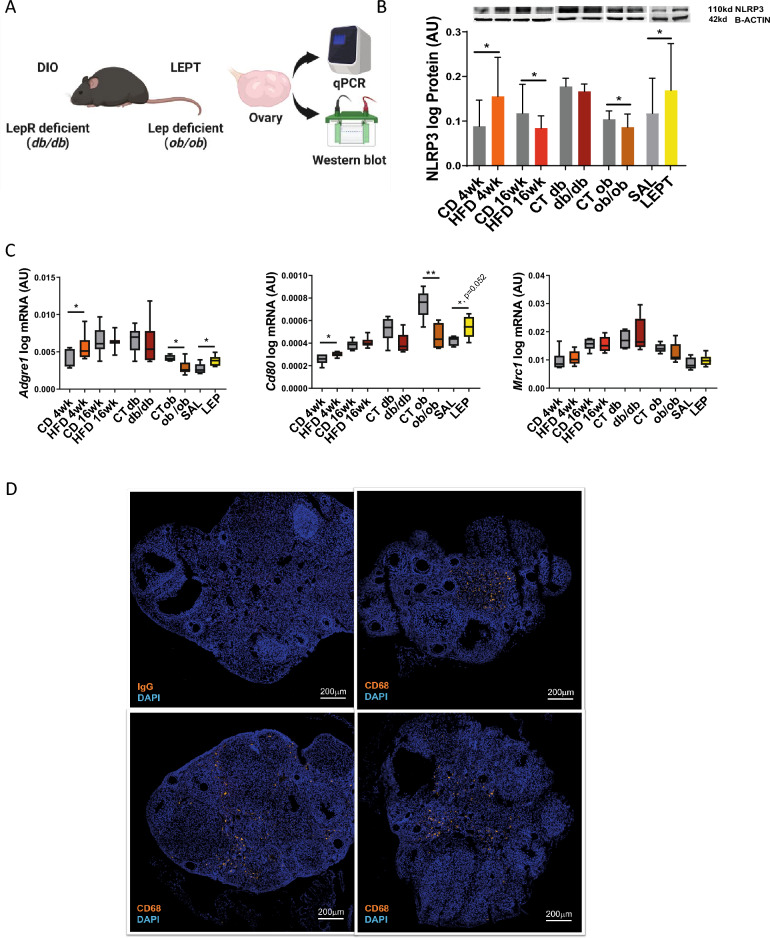
Leptin receptor isoform b—independent leptin signalling controls the expression of NOD-like receptor protein 3 (NLRP3) and M1 macrophage markers in the ovary of obese mice. (**A**) Experimental design: ovaries were collected from mice belonging to following different groups: (i) from diet-induced obesity (DIO) protocol where mice were fed either chow diet (CD) or high fat diet (HFD) for 4 or 16 weeks (wk); (ii) genetic obesity model, mice lacking long isoform of leptin receptor (*db*); (iii) and genetic obesity model, mice lacking leptin (*ob*); (iv) pharmacological hyperleptinemia model (LEPT), mice injected either with saline (SAL) or 100 μg of leptin (LEP) for 16 days and submitted to mRNA or protein level analysis via quantitative Polymerase Chain Reaction (qPCR) or Western Blot, respectively. (**B**) Abundance of NOD-like receptor protein 3 (NLRP3) protein in DIO, *db/db*, *ob/ob* LEPT models measured by Western Blot analysis; blots for DIO, *ob/ob*, LEPT models previously published ^32^. Original full blots or sectioned membranes are presented in Supplementary Fig. 3. For Fig. 3A, (**C**) quantification of mRNA levels of *Adhesion G Protein-Coupled Receptor E1* (*Adgre1*), *Cd80 antigen* (*Cd80*), *Mannose receptor, C type 1* (*Mrc1*) in DIO, *db/db*, *ob/ob*, LEPT models determined by real-time PCR. Data were normalised to ribosomal protein L37 (*Rpl37*) mRNA expression and β-actin protein expression. Bars represent mean ± SEM. Statistical analysis between groups was carried out using Mann–Whitney test. Number of samples: n = 6–7 for qPCR analysis and n = 4–8 for immunoblots. Asterisks indicate significant differences (∗p < 0.05; ∗∗p < 0.01; ^x^p = 0.052). AU- arbitrary units; *CT *(*db*)* and CT *(*ob*)*-lean controls for respective db and ob mutants* (D) Immunofluorescent localization of macrophage marker CD68 in ovarian sections of DIO mice. Upper left panel: representative staining of immunoglobulin G in DIO mice ovaries to confirm staining specificity. Three remaining panels stained with CD68 in orange, counterstaining with DAPI in blue. CD68 protein was localized in stromal compartment. Images are representatives of 3 biological replicates. Scale bar represents 200 μm.

### The association between leptin signalling, NLRP3 inflammasome activation and macrophage infiltration genes is not preserved in granulosa cell compartment

Finally, we asked whether the association among leptin signalling, NLRP3 inflammasome activation, and mediation of M1 macrophage infiltration previously observed in the whole ovary was preserved in the GC compartment. 

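Of the 10 leptin signalling genes of Fig. 5A, 9 were tested in the fit of all 14 libraries, and Lepr did not pass the filter there. By mean log2 CPM, 5 of the 9 were higher in ob/ob than in db/db, and 49.8% of all 12586 tested genes were higher. By the fold changes from the fit 6 were higher and 3 lower, as Socs3 was 0.04 in the fit and -0.36 by mean log2 CPM. The largest differences from the fit were -1.30 for Sh2b2 (standard error 0.638, edgeR adjusted p = 0.648), -0.61 for Ptpn2 (standard error 0.278, edgeR adjusted p = 0.591) and 0.29 for Ptpn1 (standard error 0.208, edgeR adjusted p = 0.835). The set as a whole was not called between ob/ob and db/db (limma's fry, two-sided p = 0.335, lower in ob/ob, and exact permutation p = 0.371 over splits of the libraries). The direction depended on the correction for library size. On the log10(count + 1) scale without correction for library size, 9 of the 9 were higher in ob/ob, and so were 98.9% of all tested genes. Against their own controls, the set had a two-sided fry p of 0.765 in db/db (exact permutation p = 0.886) and 0.972 in ob/ob (exact permutation p = 1). Of the 6 NLRP3 inflammasome genes of Fig. 5B, Pycard alone passed the filter in each model, with a two-sided fry p of 0.664 in db/db (exact permutation p = 0.771) and 0.840 in ob/ob (exact permutation p = 0.9). Nlrp3 had 1 to 2 counts per library in db/db and 0 to 4 in CT db, so a difference in it was not detectable at this depth.

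**Figure D3:**
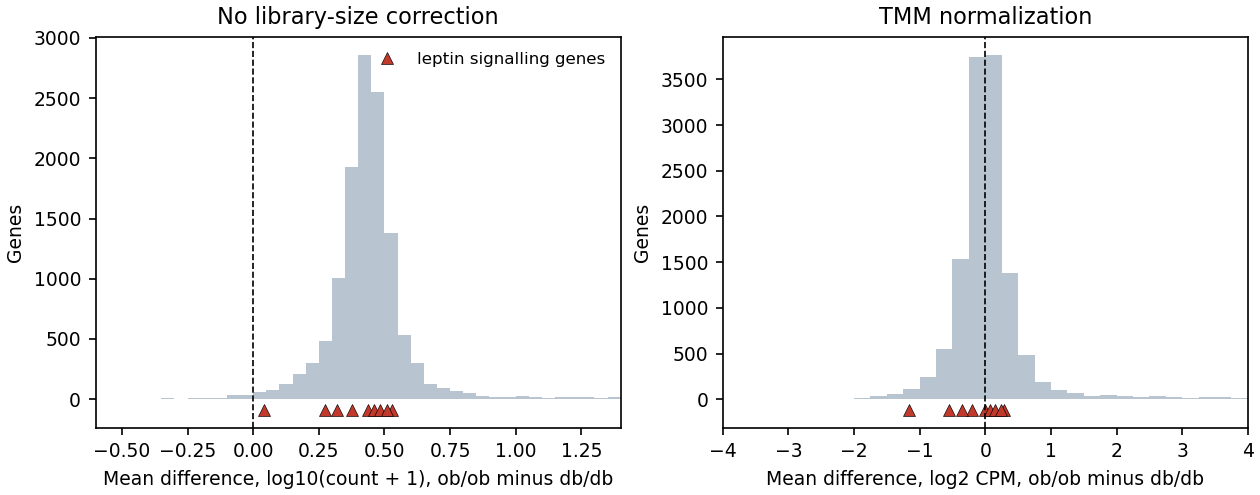
Histograms of the mean difference between ob/ob and db/db for all tested genes, on the log10(count + 1) scale without correction for library size (left) and as log2 CPM after TMM normalization (right), with the 9 leptin signalling genes as triangles and a dashed line at 0; the axes show the central part of the range. On the left 98.9% of all genes and 9 of the 9 leptin signalling genes are above 0, and on the right 49.8% and 5 of the 9.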

After plotting leptin signalling components gene expression from our RNA-seq datasets, we observed that leptin signalling genes were consistently upregulated in GCs from *ob/ob* (Fig. 5A, p < 0.05), in comparison with the *db/db* mice but no changes were found between controls and mutants (Fig. 5A) or in NLRP3 inflammasome genes (Fig. 5B). No differences were found in the expression of genes regulating M1 (Fig. 6A), M2 (Fig. 6B) or general markers of macrophage infiltration (Fig. 6C). 

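Of the 16 genes of Fig. 6A to C, 7 passed the filter in each model. As a set they were not called in db/db (limma's fry, two-sided p = 0.239, exact permutation p = 0.257, with 5 higher and 2 lower) or in ob/ob (fry p = 0.0860, exact permutation p = 0.1, the smallest for 3 against 3, with 6 higher and 1 lower). The result for ob/ob depended on the test: with camera, which compares the set with the other tested genes, the two-sided p was 0.0130, without permutation of the libraries. Rarres2, on chromosome 6 from 48546630 to 48549762, had 5.27 ± 1.69 CPM (SD, n = 3) in ob/ob and 1.67 ± 0.613 CPM (SD, n = 3) in CT ob, a log2 fold change of 1.62 (standard error 0.512, edgeR adjusted p = 0.561). The genes that did not pass the filter included Ccl17, with 1 to 2 counts per library in ob/ob and 1 to 4 in CT ob, and Tgfb1, with 3 to 4 counts in ob/ob and 2 to 7 in CT ob. Il4 did not pass it either, with 5 to 20 counts in ob/ob and 1 to 2 in CT ob. It was at least 1.91-fold higher in ob/ob with non-overlapping groups (exact permutation test, two-sided p = 0.1). The size of this bound rests on a single ob/ob library with 2.77 CPM, as the others had 0.871 and 0.860 CPM. Cxcl5 had 3 to 8 counts in ob/ob and 0 to 2 in CT ob, with overlap in CPM. At these counts only large differences could be seen.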

Generally, the present experiment revealed that in addition to the contrasting profiles of gene expression in GCs between *db/db* and *ob/ob* models, which were particularly evidenced by the discrepancies in steroidogenesis regulation, no differences were observed in the crosstalk between leptin signalling, the NLRP3 inflammasome and the regulation of M1 macrophage infiltration in the GC compartment.

**Figure 5:**
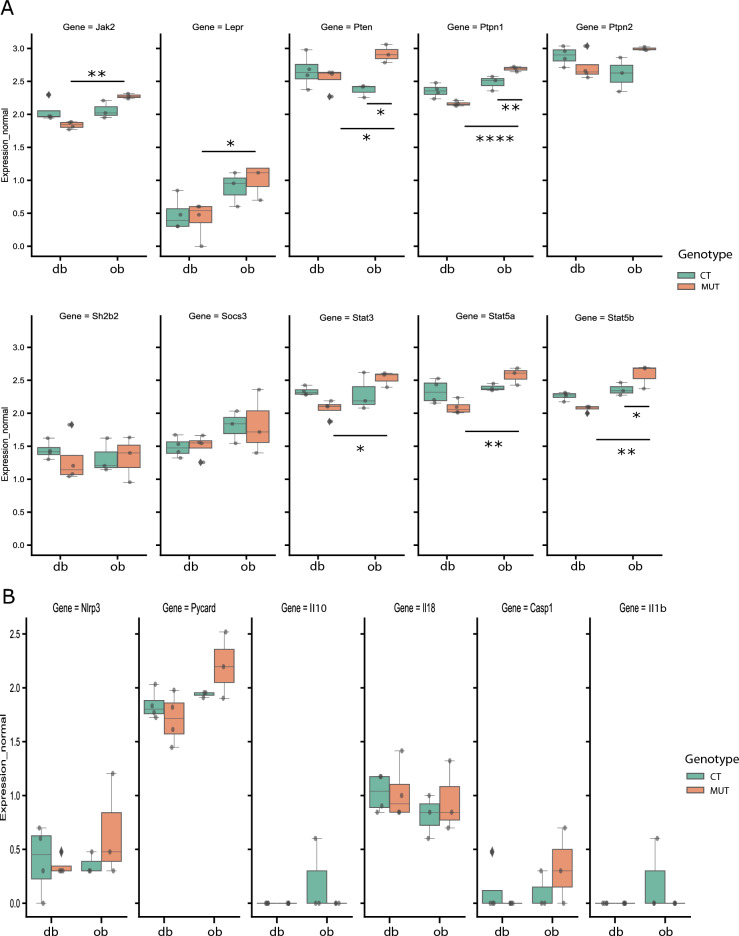
Expression of leptin signalling and NOD-like receptor protein 3 (NLRP3) inflammasome components in granulosa cells collected from genetically obese mice: lacking long isoform of leptin receptor (*db*) or leptin (*ob*). Box-whisker plots illustrating the expression of genes involved in leptin signalling (**A**) and components of NOD-like receptor protein 3 (NLRP3) inflammasome (**B**) in granulosa cells (GCs) collected from mice lacking long isoform of leptin (*db/db*) and mice lacking leptin (*ob/ob*) after RNA sequencing (RNA-seq) analysis. (**A**) *Janus kinase 2 *(*Jak2*)*, Leptin receptor *(*Lepr*)*, Phosphatase and tensin homolog *(*Pten*)*, Protein tyrosine phosphatase 1 *(*Ptpn1*)*, Ptpn2, SH2B adaptor protein 2 *(*Sh2b2*)*, Suppressor of cytokine signaling 3 *(*Socs3*)*, Signal transducer and activator of transcription 3 *(*Stat3*)*, Stat5a, Stat5b*. (B) *Nlrp3*, *PYD and CARD domain containing *(*Pycard*)*, Interleukin-10 *(*Il-10*)*, Il-18, Caspase-1 *(*Casp1*)*, Interleukin-1β* (*Il-1β*). *CT—control for mutants *(*CT db or CT ob*)*;* *MUT* mutant mice (db/db or ob/ob). Asterisks indicate significant differences (∗p < 0.05; ∗∗p < 0.01; ****p < 0.0001). Expression level presented as arbitrary units (AU).

**Figure 6:**
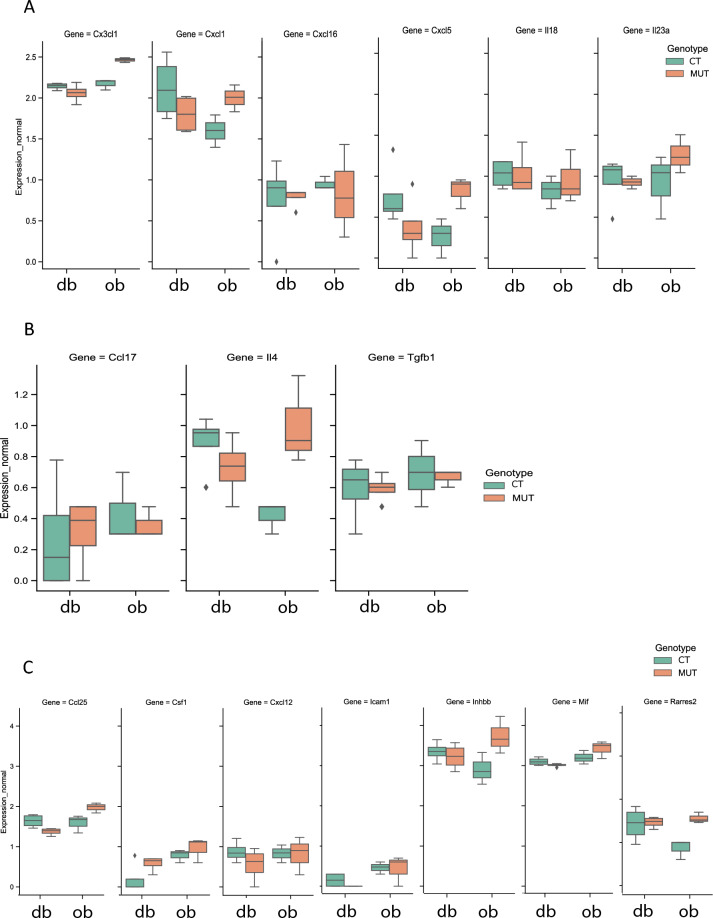
Inflammatory markers associated with macrophage polarization and infiltration in granulosa cells do not reflect differences in leptin signalling in mice lacking long isoform of leptin receptor (*db*) or leptin (*ob*). Box-whisker plots illustrating the gene expression of chemokines and cytokines secreted from granulosa cells (GCs) associated with macrophage commitment to M1 (**A**) and M2 (**B**), as well as macrophage infiltration (**C**) in the ovary of mice lacking long isoform of leptin (*db/db*) and mice lacking leptin (*ob/ob*) mice after RNA sequencing (RNA-seq) analysis. (**A**) *Chemokine *(*C-X3-C motif*)* ligand 1* (*Cx3cl1*), *chemokine *(*C-X-C motif*)* ligand 1* (*Cxcl1*), *Cxcl16, Cxcl5, interleukin 18* (*Il-18*), *Il-23a*. (**B**) *Chemokine *(*C–C motif*)* ligand 17* (*Ccl17*), *Il4*, *Transforming growth factor, beta 1* (*Tgfb1*). (**C**) *Ccl25, colony stimulating factor 1* (*Csf1*), *Cxcl12*, *intercellular adhesion molecule 1* (*Icam1*)*, inhibin beta-B* (*Inhbb*), *macrophage migration inhibitory factor* (*Mif*), *Retinoic acid receptor responder protein 2 *(*Rarres2*). *CT—control for mutants *(*CT db or CT ob*)*;* *MUT* mutant mice (db/db or ob/ob). Expression level presented as arbitrary units (AU).

## Discussion

The present report describes the link between changes in ovarian leptin signalling and the mounting inflammatory response in obese mice, particularly concerning the regulation of NLRP3 inflammasome activation and the mediation of M1 macrophage infiltration. Obese women show reduced fertility, often associated with ovarian failure characterised by altered folliculogenesis and decreased oocyte quality ^4,7^. Hence, the complexity of ovarian pathophysiology in obese mothers substantiates the importance of molecular studies characterising GC dysfunction during obesity. Therefore, we analysed the transcriptome of GCs collected from antral follicles isolated from genetically obese *db/db* and *ob/ob* mice to pinpoint the effects of ObRb (canonical) and non-ObRb (noncanonical)-mediated leptin signalling on GC function regulation during obesity. We observed that in the ovaries of obese mice, increased canonical and noncanonical leptin signalling regulates NLRP3 inflammasome activation and concomitant increased expression of genes mediating M1 macrophage infiltration. Furthermore, IF for the macrophage marker CD68 in ovarian samples from DIO mice and gene expression analysis of GCs collected from genetically obese mice revealed that the aforementioned relationship is seen exclusively in ovarian compartments other than the GC compartment.

We have recently characterised the link between the levels of ovarian leptin signalling and NLRP3 inflammasome activation in obese mice ^32^. Hence, with the establishment of leptin resistance in the ovaries after 16 wk of HFD treatment, the association between increased ovarian leptin signalling and activation of the NLRP3 inflammasome observed at 4 wk of HFD and after LEPT treatment was lost. The importance of active leptin signalling for NLRP3 inflammasome regulation in the ovaries during obesity progression was corroborated by the downregulation of NLRP3 protein in the ovaries of genetically obese *ob/ob* mice, a model known for its extreme obesity but absence of circulating leptin^71^. However, the extent to which leptin actions are mediated through the ObRb receptor (canonically) or through any other cellular receptor (noncanonically) remains unknown. We presently used the *db/db* mouse, known to have circulating leptin present but no expression of ObRb^72^, rendering any putative leptin signalling possible through receptors other than ObRb (noncanonically). Hence, NLRP3 protein levels were unchanged in the ovaries of *db/db* mice, suggesting that leptin can regulate the NLRP3 inflammasome through receptors other than ObRb (noncanonically). As a result, the disruption of ovarian leptin signalling during DIO possibly comprises not only ObRb (canonical) but also other receptors mediating leptin signalling (noncanonical). Thus, ovarian canonical and noncanonical leptin signalling control the activity of the NLRP3 inflammasome in the course of obesity in mice.

Macrophages are abundantly present in the ovary and exhibit different phenotypes and stages of activation, which are mostly modulated in response to endocrine changes throughout the oestrous cycle^33^. Presently, we sought to uncover the link between the changes in ovarian leptin signalling observed during obesity progression and the phenotypes of macrophages present locally. Previous studies have shown that the expression of the macrophage markers *F4/80* (*Adgre1*) and *Cd11c* (M1 macrophage markers) at the mRNA level was significantly increased in the ovaries of mice treated for 16 wk with HFD, whereas no changes were observed for *Cd206* (M2 macrophage marker)^73^. Furthermore, DIO and ageing have been associated with increased M1 macrophages in B6 mouse ovaries but without changes in M2 macrophages^74^. Presently, we have used the conserved marker genes *Adgre1* (pan-macrophage marker) and *Cd80,* which are expressed in proinflammatory macrophages^75^ (hereafter named M1 markers), and the gene *Mrc1,* known to be expressed in anti-inflammatory macrophages^42,76^ (hereafter named M2 marker). Previous studies have characterised the involvement of M1 macrophages in folliculogenesis and ovulation^34^, whereas M2 macrophages are associated with the regulation of angiogenesis^35^. We found an increase in the mRNA levels of M1 markers after 4 wk of HFD feeding but no changes in the M2 marker. Thus, dysregulation of M1 macrophages in the ovary may impair folliculogenesis and adequate oocyte development^34,77^. Additionally, our LEPT mouse model evidenced the crosstalk between leptin signalling and putative M1 macrophage regulation in the ovaries, which corroborated similar observations at 4 wk of HFD feeding, with the upregulation of M1 markers. Previous reports have established the association between leptin signalling and macrophage activation and polarisation through metabolic and immunological changes that support the desired macrophage phenotype^78^. Han et al. (2022) also showed that leptin activated the NLRP3 inflammasome and promoted M1 polarisation by the NLRP3 inflammasome^40^. Hence, our results corroborated previous observations, evidencing the importance of active leptin signalling for the regulation of marker genes for the infiltration of M1 macrophages, along with NLRP3 inflammasome activation.

Next, we analysed the transcriptional profile of GCs collected from genetically obese mice. We confirmed that despite the phenotypic similarities between the *db/db* and *ob/ob* models, profound differences characterised the transcriptional programme of GCs in homozygous mice in both strains. In *db/db* mice, the downregulated genes were linked to steroid metabolism and prostaglandin action, denoting a clear dysregulation in hormonal coordination of follicular growth. Furthermore, the upregulation of *Pdgfrb* might indicate a compensatory response associated with the disruption of follicular developmental progression. In fact, PDGFRB is the GC receptor known to modulate the signal of the oocyte secreted factor PDGF-BB, and the complex has been described as a major component controlling follicular growth^64,65^. Overall, follicular growth seemed to arrest at the antral stage, as shown by the microscopic sections of *db/db* mice. Concerning the *ob/ob* mice, genes regulating ECM and ovulation were consistently downregulated, along with genes from the *Hox* family, which were previously associated with follicular growth. Finally, a contrasting profile was observed for steroidogenesis regulation, with *db/db* mice showing a consistent downregulation of genes controlling steroidogenesis in GCs, whereas *ob/ob* mice revealed an upregulation of the same genes. This observation substantiates previous findings supporting the inhibitory role of leptin on steroidogenesis^79^ and the potential inhibition of the ovulatory process^80^, since the *db/db* mice present hyperleptinaemia, whereas *ob/ob* mice lack leptin^71^. Other studies have shown increased aromatase activity (*Cyp17a1*) in endocrine theca cells of *ob/ob* and *db/db* mice, a feature also observed in DIO models^81^. Despite presenting divergent genes, both models showed major disruptions in steroidogenesis and pathways controlling follicular growth and expansion and potentially ovulation.

Another important observation in our work was the lack of changes in the proinflammatory response in GCs from genetically obese mice, as no differences were found in either NLRP3 inflammasome gene expression or markers of macrophage infiltration. Based on previous studies undertaken in the ovary and other organs, we selected the *chemokine *(*C-X3-C motif*)* ligand 1* (*Cx3cl1*), *chemokine *(*C-X-C motif*)* ligand 1* (*Cxcl1*), *Cxcl16, Cxcl5, Il-18*, and *Il-23a* genes as M1 markers^82,83^. For M2 macrophage markers, we selected *chemokine *(*C–C motif*)* ligand 17* (*Ccl17*), *Il-4*, and *transforming growth factor, beta 1* (*Tgfb1*) ^84^, while markers of macrophage M2 infiltration comprised *Ccl25*, *colony stimulating factor 1 *(*Csf1*), *Cxcl12*, *intercellular adhesion molecule 1* (*Icam1*), *inhibin beta-B* (*Inhbb*), *macrophage migration inhibitory factor* (*Mif*), and *retinoic acid receptor responder protein 2* (*Rarres2*)^82,85–87^. Overall, none of the selected factors were differentially regulated in GCs of *db/db* and *ob/ob* mice. These observations were corroborated by the localisation of the macrophage marker CD68 in the ovarian interstice and mostly in perifollicular areas. Moreover, the expression of genes associated with leptin signalling in the GCs was unchanged in mutants (db/db and ob/ob) comparing to control mice, nor was there any difference in the expression of genes regulating NLRP3 inflammasome activation. Previous studies have reported that ovulation involves many inflammatory genes in GCs, without specific leucocyte markers^88^. Additionally, GCs can produce chemokines such as monocyte chemoattractant protein-1 (MCP-1), which has been shown to regulate follicular development and ovulation. However, high levels of MCP-1 can also be associated with inflammatory conditions such as polycystic ovary syndrome (PCOS). Furthermore, NLRP3 protein expression was shown to be upregulated in preovulatory follicles^31^. The present lack of changes in the expression of genes regulating the immune-mediated response, as well as those in leptin signalling in GCs of *ob/ob* and *db/db* mice may result in impaired late folliculogenesis and failed ovulation. These results suggest that the absence of changes in leptin signalling, alongside with NLRP3 inflammasome activation in GCs from genetically obese mice, fails to promote the macrophage phenotype switch or infiltration of macrophages and that there are other factors that can modulate their function in late folliculogenesis.

## Conclusion

In summary, our work shows the three-armed relationship among leptin signalling, NLRP3 inflammasome activation and the expression of M1 macrophages in the ovaries of obese mice. In early obesity, leptin signalling regulates NLRP3 inflammasome activation that supports M1 macrophage infiltration. Conversely, in late obesity, after the establishment of leptin resistance at 16 wk of HFD feeding, the disruption of canonical and noncanonical leptin signalling leads to failure in NLRP3 inflammasome activation and M1 macrophage regulation. Finally, the aforementioned relationship was not observed in GCs of genetically obese mice, as genes regulating leptin signalling, NLRP3 inflammasome activation or infiltration of M1 macrophages were unchanged. Nonetheless, transcriptomic analysis revealed changes in steroidogenesis, prostaglandin action and genes regulating ECM, which are known to critically regulate follicular growth. Thus, the present findings suggest a critical role of leptin signalling in the regulation of NLRP3 inflammasome activity and M1 macrophage infiltration, particularly in the theca/stromal ovarian compartment of obese mice.

### Supplementary Information

Supplementary Figure 1.

Supplementary Figure 2.

Supplementary Figure 3.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

Supplementary Table 4.

Supplementary Table 5.

Supplementary Table 6.

Supplementary Table 7.

## Data Availability

Datasets we submitted to Gene Expression Omnibus with the number GSE236196.

How the deposited data were processed for this re-analysis (not part of the article)

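RNA-seq was performed on granulosa cells (GCs) of antral follicles from db/db and ob/ob mice and from the lean controls of each model (CT db and CT ob). There were 14 libraries, 4 each from db/db and CT db and 3 each from ob/ob and CT ob. The columns of the table were assigned to these 4 groups by Table S1, which lists the column names under model and genotype. The names hold no replicate number of the sample labels. The names of the control columns read as heterozygous, while Table S1 and the sample labels give the controls as wild type, and this was not settled here. All columns were used, and no library was left out. No library pair had identical values, and correlations across genes between libraries lay between 0.942 and 0.979 on the log2(count + 1) scale.

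The authors made the counts from single reads of 75 bp by trimming with cutadapt, mapping with STAR to GRCm39 and counting per gene with featureCounts, and deposited them as raw counts without normalization. The paper's text does not name the strand setting or the treatment of reads that match several places. Genes that overlap or resemble each other can therefore share reads. The protocol has no molecular identifiers, so limits set by counts cover counting error only. The paper's own comparisons used DESeq2. Symbols and positions were taken from a GRCm39 annotation by Ensembl identifier, which covered 54749 of the identifiers in the table.

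From the counts, edgeR 4.0.16 in R 4.3.3 computed TMM normalization, dispersions and quasi-likelihood tests. The standard errors printed with edgeR's log2 fold changes were derived from the F statistic of that test. Each is the absolute log2 fold change over the square root of F and not a separate estimate. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15. A Benjamini-Hochberg adjusted p of 0.05 or less was called. The db model (4 against 4 libraries) and the ob model (3 against 3) were fitted on their own, and a fit of all 14 libraries served the comparisons between mutants, between controls, and of the mutant effects (interaction). Gene sets were tested with fry and camera of limma 3.58.1, with two-sided p-values. For fry the share of splits of the same libraries with a p as small, the real grouping among them, is given as a permutation p. It covers all 35 splits of 4 against 4 or 3 against 4 libraries, all 10 splits of 3 against 3, and 60 drawn splits for the interaction. Single measures were compared with exact permutation tests, which cannot give a two-sided p below 0.1 for 3 against 3 libraries or below 0.0286 for 4 against 4 and 3 against 4. CPM values used library totals scaled by TMM factors, and log2 CPM used a prior count of 2. A fold against a group with all libraries at or under 3 counts is given as a lower bound.

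The depth was 2204686 to 8367593 counts per library, and 3 counts, the smallest number taken as detection, amounted to 0.359 to 1.36 CPM. Library totals differed between groups, so values without library-size correction were used only as an alternative. The tests were checked on simulated counts with 200 changed genes. With edgeR, 6 unchanged genes were called beside 57% of the 2-fold changes in the db model and 0 in the ob model. With DESeq2 1.42.0, 35 and 20 unchanged genes were called beside 69% and 17.5% of the 2-fold changes. The fit of all 14 libraries called 79.5% of 4-fold changes and 6 unchanged genes.

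The genes named were Lep and Lepr, every gene that the results text or Fig. 2E, 5 and 6 name, the 5 genes with the smallest adjusted p in each model, and genes listed by the paper within 20 Mb of Lepr or Lep. Any other gene named was chosen after its values were seen. Alternatives set before the data were examined were DESeq2 on the same genes and on all genes with at least 1 count, RLE, upper quartile or no scaling beyond library size, no filter, at least 10 counts in every library, 1 fit of the 4 groups, robust quasi-likelihood, downsampling to the smallest library, camera, the log10(count + 1) scale, a prior count of 0.5, other settings of the PCA and of gene detection, other lists and windows for linkage, and leaving out each library in turn. Further alternatives chosen after seeing the data were DESeq2 with other filters or on all 14 libraries, edgeR's likelihood ratio test, limma-voom, a fit without the 18S ribosomal RNA gene, genes with an unadjusted p under 0.01 as a list for linkage, and Irs1 in place of Insr among the genes of Fig. 2E. GO terms, qPCR, protein and histology data were not analysed here. A further result is not reported here.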

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

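Of the tests in this part, the fit without the 18S ribosomal RNA gene, the adjustment over the named genes alone and the count of genes moving in opposite directions in the models were chosen only after the results were seen.

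In 6 of 46 groups of 4 libraries, 1 library stood apart from the other 3, with a gap, as a share of the range of the group, above the critical value of Dixon's test. About 2.3 such groups are given by chance. One CT db library had 4840714 counts, with a gap of 0.849 of the range to the next, and 1 db/db library had 12.8% of its counts on the 18S ribosomal RNA gene, with a gap of 0.925. For Ptgfr in db/db the gap was 1, since 3 libraries had 0 counts and 1 library had 1 count, so the gap is a single read at the detection limit. Col11a1 in db/db had 13.0 CPM in 1 library and 29.7 to 33.6 CPM in the others (gap 0.868). Atrnl1 in CT db had 46.9 CPM in 1 library and 62.9 to 65.2 CPM in the others (gap 0.892). Irs1 in CT db had 29.3 CPM in 1 library and 23.7 to 23.9 CPM in the others (gap 0.960).

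Depth and the share of 18S counts may have shifted the comparison in the db model. Downsampling left 1 gene called in db/db, and leaving out the 18S gene also left 1, but 1 gene has little weight in TMM and a count of 1 leaves little to compare, so neither is excluded. With each library left out in turn, the log2 fold change in db/db lay between 1.41 and 1.75 for Col11a1 and between 0.92 and 1.06 for Atrnl1. Without the library that stands apart in it, Col11a1 was called (edgeR adjusted p = 0.0360, with a highest value of 0.900 over the libraries left out), and 4 genes were called in db/db, 3 of them higher. For Irs1 in db/db it lay between -0.17 and 0.10, so its sign rests on single libraries. The design gives no condition that differs between libraries of a group, and no biological explanation was tested.

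Zfp125, Cmpk1 and Ube2u moved in opposite directions in the models, with every db/db library below every CT db library and every ob/ob library above every CT ob library. The log2 fold changes in db/db and ob/ob were -0.99 and 1.12 for Zfp125, -0.75 and 0.72 for Cmpk1 and -2.71 and 0.93 for Ube2u. The differences between the models in the mutant effect were 2.09, 1.46 and 3.63 on the log2 scale. Tested as an interaction with edgeR's quasi-likelihood test, each had an adjusted p of 0.189 over all 12586 genes, which is not called. Over the 29 named genes alone the adjusted p was 0.00298 for each. That list holds genes chosen for their change in one model, so the second value shows no stability, and Fam81a, Tex15, Col4a2 and Podxl also came below 0.05 in it.

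Cmpk1 (chromosome 4, 114802024 to 114844454) and Ube2u (chromosome 4, 100335993 to 100407344) lie within 20 Mb of Lepr, so variants carried along with the db mutation could shift them. Among the genes the paper lists for db/db, 3 of 44 lay in this window, against 226 of 16603 background genes (two-sided Fisher's exact p = 0.0219), and within 10 Mb the p was 0.258. Linked variants therefore cannot be excluded for the change of these genes in db/db, but variants near Lepr give no account of their rise in ob/ob, and linkage does not apply to Zfp125 on chromosome 12. Zfp125 is annotated as a transcribed pseudogene, and reads shared with related genes were not tested. Over the 11216 genes tested in both models, 58 moved in opposite directions without overlap of libraries (0.517%, with 0.143% by chance), and 33 moved in the same direction. As many opposite genes occurred in 28 of 700 combinations of splits of the libraries, with a median of 11 and a highest count of 145. After downsampling 50 genes had the pattern, 33 of them among the 58, so the difference in library size between groups does not account for all of it. Zfp125 and Cmpk1 kept the pattern after downsampling and Ube2u did not, so depth is not excluded for Ube2u. A difference in how leptin deficiency and receptor deficiency act on these genes may contribute, as a hypothesis. Strain, linkage in db/db, depth for Ube2u and shared reads for Zfp125 remain as alternatives. Chance remains as well, since the interaction was not called for any of these genes over all tested genes.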

How the results depend on the processing

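The tests with limma-voom, edgeR's likelihood ratio test, DESeq2 with other filters or on all 14 libraries, and the fit without the 18S gene were chosen only after the results were seen. All other alternatives were planned. The edgeR fits with no filter were not checked on simulated counts, so the genes they called are not taken as changed.

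The number of genes called in the db model was 1 on the filtered counts. It was 2 with library size only (1 higher, 1 lower), 270 with no filter (84 higher, 186 lower), 0 with at least 10 counts in every library (785 with an unadjusted p under 0.05) and 0 with the 4 groups in 1 fit (750 with an unadjusted p under 0.05). DESeq2 called 44 genes (11 higher, 33 lower), and 37 on all genes with at least 1 count. With a total of at least 10 counts it called 43, with at least 5 counts 44, with independent filtering set for 0.05 43, and on all 14 libraries 12. The likelihood ratio test called 43. RLE, upper quartile, robust quasi-likelihood, downsampling, limma-voom and the fit without the 18S gene gave 1.

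For ob/ob 0 genes were called, with 1014 at an unadjusted p under 0.05. No filter gave 359 (195 higher, 164 lower) and the 4 groups in 1 fit gave 1. DESeq2 called 86 (50 higher, 36 lower), and 65 on all genes with at least 1 count. It called 89 with a total of at least 10 counts, 91 with at least 5, 64 with filtering set for 0.05 and 89 on all 14 libraries. The likelihood ratio test called 40. Genes called in both models numbered 0 on the filtered counts and 33 with no filter. With DESeq2 they numbered 2 on the filtered genes, on all genes, and with a total of at least 10 or 5 counts or filtering set for 0.05. These 2 were Akr1c18 and Hs3st3b1 each time. With DESeq2 on all 14 libraries the number was 1, and that gene was Atrnl1. In the simulated counts DESeq2 called more unchanged genes than edgeR, and the cause of the difference on the real counts was not tested.

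Between ob/ob and db/db, 2 genes were called, 535 with no filter (388 higher, 147 lower), 1 with at least 10 counts in every library and 72 with DESeq2. Between the controls, 834 were called, 261 with library size only, 1727 with no filter and 1563 with DESeq2. With upper quartile scaling 786 were called, 352 higher and 434 lower in CT ob, where TMM gave 282 higher and 552 lower. For the difference in mutant effect, 0 were called, with 1021 at an unadjusted p under 0.05, and 329 were called with no filter and 72 with DESeq2. The cause was not tested.

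Set tests changed direction without passing 0.05 in several settings. The leptin signalling set between ob/ob and db/db had a p of 0.823 with no filter and 0.840 with at least 10 counts in every library, higher in ob/ob. In db/db it had 0.984 with no filter and 0.911 after downsampling, and in ob/ob 0.898 with upper quartile scaling and 0.968 with the 4 groups in 1 fit. The NLRP3 inflammasome set in ob/ob had 0.738 with no filter and 0.981 with the 4 groups in 1 fit. The macrophage gene set passed 0.05 in db/db with no filter (0.0340), and in ob/ob with the 4 groups in 1 fit (0.0429) and with camera (0.0130), all without permutation of the libraries. Camera also called 2 cell-type marker sets, where fry called 0 of them at an adjusted p of 0.05, with 2 at an unadjusted p under 0.05. The cause was not tested.

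Differences in depth moved 2 kinds of result. After downsampling, the difference in detected genes was 431.5 in the db model and -755 in the ob model, opposite to the counts as deposited. On the log10(count + 1) scale without library-size correction, 6 of the Fig. 2E genes and 90.2% of all tested genes were lower in db/db and higher in ob/ob, and 9 leptin signalling genes and 98.9% of all tested genes were higher in ob/ob than in db/db. On that scale the differences of means also changed sign, against those of mean log2 CPM, for Igf1r in db/db (-0.0349) and ob/ob (0.214), Insr in db/db (-0.160), Hsd17b3 in ob/ob (0.0964) and Cyp1b1 in ob/ob (0.101). Of 46 pairs of a figure gene and a model, 22 changed direction there. For the list of the paper, the window of 20 Mb around Lepr gave a Fisher's exact p of 0.0219, and the DESeq2 list gave 0.0290. The edgeR fit called a single gene, on another chromosome, so its p of 1 carries no information.

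The log2 fold changes that reversed were close to 0. Insr in db/db was 0.0226 with library size only, 0.0134 after downsampling and 0.0708 with limma-voom. Igf1r in ob/ob was 0.0316 with library size only and 0.00527 with no filter, and Irs1 in db/db was 0.0453 with library size only. Over 72 single-gene results and 923 values, 730 kept direction and side of the threshold, 180 passed the threshold in addition, 2 no longer passed it and 11 reversed. Among other named genes, 83 of 1412 values reversed.

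With each library left out in turn, from 1 to 4 genes were called in db/db, from 0 to 0 in ob/ob, from 2 to 3 between the mutants, from 112 to 1196 between the controls and from 0 to 1 for the difference in mutant effect. The leptin signalling set had p from 0.407 to 0.931 in db/db and from 0.340 to 0.730 in ob/ob, and from 0.163 to 0.970 between the mutants. The steroidogenesis set ranged from 0.232 to 0.940 in db/db, from 0.209 to 0.911 in ob/ob and from 0.351 to 0.972 between the models. The NLRP3 inflammasome set ranged from 0.0821 to 0.832 in db/db and from 0.368 to 0.861 in ob/ob. The macrophage set ranged from 0.0351 to 0.755 in db/db and from 0.0660 to 0.230 in ob/ob, and marker sets called ranged from 0 to 1. The separation in the PCA ranged from 0.706 to 1.45 in the db model and from 0.510 to 1.69 in the ob model. The difference in detected genes ranged from -1380 to -617.75 in the db model and from 146 to 1374 in the ob model. Signs changed for Cyp19a1 in db/db (from -1.40 to 0.80), Insr in db/db (from -0.27 to 0.20), Insr in ob/ob (from -0.19 to 0.35), Igf1r in ob/ob (from -0.40 to 0.0910), Irs1 in db/db (from -0.17 to 0.10), Adamts9 in ob/ob (from -0.45 to 0.79) and the difference between the models for Pdgfrb (from -1.03 to 0.27).

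No paired analysis was possible because the columns carry no replicate numbers, so the planned fit with a replicate block was not run. Depth limits genes such as Lep, Lepr and Nlrp3 in db/db and Hoxc10 and Hoxd11 in ob/ob, whose counts there were at or under 3.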

Differences from the paper's values

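The paper reports 44 DEGs in db/db, 11 higher and 33 lower, where edgeR's quasi-likelihood test called 1, with 0 higher and 1 lower (859 genes had an unadjusted p under 0.05). In ob/ob the paper reports 82 DEGs, 46 higher and 36 lower, where 0 were called, 0 higher and 0 lower (1014 genes had an unadjusted p under 0.05). The paper names 2 genes in both models, Akr1c18 and Hs3st3b1 (Fig. 2C), where 0 were called in both.

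Of the alternatives set before the data were examined, DESeq2 on the filtered genes (44 in db/db, 86 in ob/ob, 2 in both) and DESeq2 on all genes with at least 1 count (37, 65 and 2) fell within 1.5 times of the paper's values in all 3 measures, and the paper's methods name DESeq2. Of the genes listed by the paper, DESeq2 on the filtered genes called 43 in db/db and 80 in ob/ob. The fit with no filter called more (270, 359 and 33), and RLE, upper quartile, library size only, at least 10 counts in every library, the 4 groups in 1 fit, robust quasi-likelihood and downsampling did not close the gap. Among settings chosen after seeing the values, DESeq2 with a total of at least 10 counts (43, 89 and 2) or at least 5 counts (44, 91 and 2) and with independent filtering set for 0.05 (43, 64 and 2) closed all gaps. DESeq2 on all 14 libraries closed only that in ob/ob (89), and edgeR's likelihood ratio test only that in db/db (43), also chosen after seeing the values. Library size only called 1 more listed gene in db/db, and the 4 groups in 1 fit called Fam81a in ob/ob.

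The paper describes the genes of Fig. 2E as lower in db/db and higher in ob/ob than in controls. With library-size correction, Igf1r was higher in db/db (log2 fold change 0.50) and lower in ob/ob (-0.08), Cyp1b1 was lower in both (-0.50 and -0.51), and Hsd17b3 was lower in ob/ob (-0.66). The paper describes leptin signalling genes as higher in ob/ob than in db/db (Fig. 5A). After library-size correction, 5 of 9 were higher by mean log2 CPM and 6 by the fit. The set was not called (fry, two-sided p = 0.335, exact permutation p = 0.371). All 6 genes of Fig. 2E and all 9 of Fig. 5A had the paper's direction on the log10(count + 1) scale without library-size correction. The paper names Akr1c13 among genes lower in db/db and Hoxc10 and Hoxd11 among those lower in ob/ob, and these did not pass the filter on low counts here, though their groups of libraries did not overlap.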

Other observations

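In this part, the splits of libraries for the set tests and marker sets, for the DESeq2 calls and for the difference in mutant effect, the use of the downsampled counts and of the fit without the 18S gene on the controls, and the test of Ndufs5 were chosen only after the results were seen.

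The direction of the genes in Fig. 2E and 5A may come from library size. The db/db libraries were the smallest and the ob/ob libraries the largest, and without library-size correction 90.2% of all tested genes were lower in db/db and higher in ob/ob than in controls, and 98.9% were higher in ob/ob than in db/db. A gene drawn at random would then mostly show the same direction. After TMM normalization, 22.9% and 49.8% of genes did so. A difference between the strains was also tested for the leptin signalling set, which did not differ between CT ob and CT db (fry, two-sided p = 0.390, exact permutation p = 0.571). The steroidogenesis set, with Insr in it, was not called between the controls (fry, two-sided p = 0.113, exact permutation p = 0.143), but Fshr was lower in CT ob than in CT db (log2 difference -1.72, edgeR adjusted p = 0.0163), so its rise in ob/ob starts from a low control. The scale of the plotted values was not found in the paper's text, so library size remains a candidate explanation.

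Splits of the libraries into groups of the same sizes show how often other groupings give as many called genes, and the real grouping is counted among the splits. In the db model, 3 of 35 splits gave at least 1 called gene with edgeR, and with DESeq2 4 of 35 splits gave at least 44, with a median of 3 and a highest count of 116. For ob/ob edgeR called 0 genes, which all 10 of 10 splits match by definition, and 2 of 10 splits gave as many genes with an unadjusted p under 0.05. With DESeq2 2 of 10 splits gave at least 86, with a median of 2.5 and a highest count of 95. A share under 0.05 is not possible with 10 splits. Between ob/ob and db/db, 3 of 35 splits gave at least 2 genes, with a highest count of 28. For the difference in mutant effect, 0 genes were called, which all 60 of 60 drawn splits match by definition, with a highest count of 6. As many genes with an unadjusted p under 0.05 occurred in 14 of 60. The counts of DEGs in db/db cannot be told apart from other groupings of the same libraries.

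A p as small as that of the real grouping for the leptin signalling set occurred in 13 of 35 splits between the mutants, in 31 of 35 in db/db and in 10 of 10 in ob/ob. For the steroidogenesis set it was 24 of 35 in db/db, 6 of 10 in ob/ob and 37 of 60 for the difference between the models. For the NLRP3 inflammasome set it was 27 of 35 in db/db and 9 of 10 in ob/ob. For the macrophage gene set it was 9 of 35 in db/db and 1 of 10 in ob/ob, where 10 splits cannot give a share under 0.05.

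Most genes were called between the lean controls, with 834 between CT ob and CT db, and 1 of 35 splits, the real one, gave as many. The median over the splits was 0, but another grouping of the same libraries gave 523. Downsampling to the smallest library left 773 genes called, and leaving out the 18S gene left 826. Neither changes much by design, since the totals of the control groups differed only by a ratio of 1.03 and 1 gene has little weight in TMM. Scaling by library size only called 261, and leaving out the CT ob library with 24.5% of its counts on the 18S gene called 112, so the count rests in part on scaling and on single libraries. Strain, breeding and library batch cannot be told apart here. The macrophage gene set was lower in CT ob than in CT db (fry, two-sided p = 0.0139), but 3 of 35 splits gave a p as small (exact permutation p = 0.0857).

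Genes lower in the mutants include Ptgfr, Akr1c18 and Sfrp4, which are among 8 planned luteal marker genes. The set of 8 had 6 genes lower in db/db (fry of limma, two-sided p = 0.00749, adjusted p = 0.142 over the marker sets, and exact permutation p = 0.0286, the smallest possible). Luteal RNA in the control libraries could cause this, but without these 3 genes the remaining 5 markers were not called as a set in db/db (fry, two-sided p = 0.514, exact permutation p = 0.543) or ob/ob (fry p = 0.665, exact permutation p = 0.8), so the signal rests on those 3. The 3 genes also raised the question, so their removal lowers the signal by design and cannot count against luteal RNA. In ob/ob the whole luteal set had 5 of 7 tested genes lower (fry, two-sided p = 0.342, exact permutation p = 0.5). The paper's histology describes corpora lutea as missing from the ovaries of both mutants, unlike controls. Luteal RNA in the control libraries is therefore not excluded. Among the other marker sets, the endothelium set had 3 of 3 tested genes lower in ob/ob (fry of limma, two-sided p = 0.0243, adjusted p = 0.231, and exact permutation p = 0.1, the smallest possible). It was higher in CT ob than in CT db (fry p = 0.0206, adjusted p = 0.317, exact permutation p = 0.0571). The oocyte set was higher in ob/ob than in db/db (8 genes, mean log2 difference 3.53, fry p = 0.0317, adjusted p = 0.317, exact permutation p = 0.0286, the smallest possible), and the luteal set lower (fry p = 0.183, adjusted p = 0.732, exact permutation p = 0.0286). RNA carried over from other cells is therefore not excluded as a difference between the models.

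Variants near the mutated genes could also give DEGs. In ob/ob 1 of the 82 genes listed by the paper, Podxl, lay within 20 Mb of Lep, against 218 of 18469 background genes (Fisher's exact two-sided p = 0.623). No excess was seen there, but a test on 1 gene cannot decide. Podxl itself was lower in ob/ob without overlap of the groups (log2 fold change -3.69, edgeR adjusted p = 0.539), so a linked variant is not excluded for it. In db/db 3 of 44, Nfib, Cmpk1 and Ube2u, lay within 20 Mb of Lepr (Fisher's exact two-sided p = 0.0219), with p = 0.258 within 10 Mb and 0.102 for the whole of chromosome 4. The genes called by DESeq2 here gave p = 0.0290 within 20 Mb (two-sided Fisher's exact test). The 209 genes with an unadjusted p under 0.01, a list chosen after seeing the data, had 5 in the window (Fisher's exact p = 0.252). Linkage is thus neither shown nor excluded.

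Ndufs5-ps, on chromosome 16 from 42775994 to 42776312, and Grik3, on chromosome 4 from 125384202 to 125607966, were the 2 genes called between ob/ob and db/db, and they and Ndufs5 were chosen after their values were seen. The mean of Ndufs5-ps was 0.485 CPM in ob/ob and 28.3 in db/db, and that of Ndufs5, on chromosome 4 from 123606481 to 123612002, was 28.8 and 1.73. Their sum was 29.3 CPM in ob/ob and 30.0 in db/db (exact permutation test, two-sided p = 0.914), so the difference may be a shift of reads between the gene and its pseudogene, consistent with a strain variant in Ndufs5. Ndufs5 lies 21.9 Mb and Grik3 23.7 Mb from Lepr. The share of the summed counts on Ndufs5 was 5.88%, 1.11%, 9.59% and 7.78% in the db/db libraries, 50%, 59.4%, 4.39% and 0% in the CT db libraries, and 97.9% to 99.4% in the ob model. The genotype of the CT db libraries at this locus was not analysed here. Grik3 had 2.78 CPM in ob/ob and 76.6 in db/db, and 4.18 in CT ob and 43.8 in CT db. In the CT db libraries, in the order given for Ndufs5, it had 23.1, 29.8, 47.8 and 74.5 CPM. The CT db libraries with 50% and 59.4% on Ndufs5 thus had the least Grik3. Both genes lie outside the window of 20 Mb used for linkage. No explanation was tested for Grik3, and linked variants are not excluded for it.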
